# L‐BAIBA Synergizes with Sub‐Optimal Mechanical Loading to Promote New Bone Formation

**DOI:** 10.1002/jbm4.10746

**Published:** 2023-04-24

**Authors:** Matt Prideaux, Alberto Smargiassi, Gang Peng, Marco Brotto, Alexander G Robling, Lynda F Bonewald

**Keywords:** ANALYSIS/QUANTITATION OF BONE, BONE HISTOMORPHOMETRY, BONE‐MUSCLE INTERACTIONS, CELLS OF BONE, OSTEOCYTES, SYSTEMS BIOLOGY‐BONE INTERACTORS

## Abstract

The L‐enantiomer of β‐aminoisobutyric acid (BAIBA) is secreted by contracted muscle in mice, and exercise increases serum levels in humans. In mice, L‐BAIBA reduces bone loss with unloading, but whether it can have a positive effect with loading is unknown. Since synergism can be more easily observed with sub‐optimal amounts of factors/stimulation, we sought to determine whether L‐BAIBA could potentiate the effects of sub‐optimal loading to enhance bone formation. L‐BAIBA was provided in drinking water to C57Bl/6 male mice subjected to either 7 N or 8.25 N of sub‐optimal unilateral tibial loading for 2 weeks. The combination of 8.25 N and L‐BAIBA significantly increased the periosteal mineral apposition rate and bone formation rate compared to loading alone or BAIBA alone. Though L‐BAIBA alone had no effect on bone formation, grip strength was increased, suggesting a positive effect on muscle function. Gene expression analysis of the osteocyte‐enriched bone showed that the combination of L‐BAIBA and 8.25 N induced the expression of loading‐responsive genes such as *Wnt1*, *Wnt10b*, and the TGFb and BMP signaling pathways. One dramatic change was the downregulation of histone genes in response to sub‐optimal loading and/or L‐BAIBA. To determine early gene expression, the osteocyte fraction was harvested within 24 hours of loading. A dramatic effect was observed with L‐BAIBA and 8.25 N loading as genes were enriched for pathways regulating the extracellular matrix (*Chad*, *Acan*, *Col9a2*), ion channel activity (*Scn4b*, *Scn7a*, *Cacna1i*), and lipid metabolism (*Plin1*, *Plin4*, *Cidec*). Few changes in gene expression were observed with sub‐optimal loading or L‐BAIBA alone after 24 hours. These results suggest that these signaling pathways are responsible for the synergistic effects between L‐BAIBA and sub‐optimal loading. Showing that a small muscle factor can enhance the effects of sub‐optimal loading of bone may be of relevance for individuals unable to benefit from optimal exercise. © 2023 The Authors. *JBMR Plus* published by Wiley Periodicals LLC on behalf of American Society for Bone and Mineral Research.

## Introduction

A fully functioning musculoskeletal system depends upon the coordinated activities of muscle and bone. While physical interactions between muscle and bone are required for the movement of the skeleton, muscle and bone cells are also known to interact at the molecular level through the secretion of hormones and small molecules.^(^ ^1^, ^2^ ^)^ Osteoblasts and osteocytes secrete molecules such as prostaglandin E2 (PGE_2_)^(^ ^3^ ^)^ and proteins such as Wnt1, Wnt3a,^(^ ^4^ ^)^ and osteocalcin,^(^ ^5^ ^)^ which promote myogenesis in vitro and in vivo. On the other hand, muscle cells can secrete factors that act on bone cells to elicit either positive or negative effects on bone homeostasis, depending on whether the muscle is contracted or flaccid. Examples of these muscle‐secreted molecules (termed myokines) include interleukin 6 (Il‐6),^(^ ^6^, ^7^ ^)^ myostatin, a negative regulator of muscle and bone,^(^ ^8^, ^9^ ^)^ and irisin^(^ ^10^, ^11^ ^)^ and β‐aminoisobutyric acid (BAIBA),^(^ ^12^, ^13^ ^)^ which are thought to have positive effects on bone. In particular BAIBA, a metabolite derived from the catabolism of valine or thymine, is elevated in plasma in response to exercise.^(^ ^12^, ^14^, ^15^ ^)^ BAIBA release is under the control of peroxisome proliferator‐activated receptor gamma coactivator 1‐alpha (PGC‐1α), a key regulator of the adaptive response to endurance exercise, mitochondrial biogenesis, and energy metabolism.^(^ ^16^, ^17^ ^)^ BAIBA naturally occurs as two enantiomers, L‐BAIBA and D‐BAIBA (also known as R‐BAIBA and S‐BAIBA, respectively). While many of the previous studies investigating the functions of BAIBA did not differentiate between these two isoforms, more recent studies have identified differences in the abundance and functions of the enantiomers in different tissues and under physiological and pathological conditions.^(^ ^13^ ^)^

BAIBA targets several tissues, including the liver^(^ ^18^ ^)^ and adipose tissue.^(^ ^12^ ^)^ We reported previously that L‐BAIBA had protective effects on maintaining muscle and on bone mass through its actions on osteocytes.^(^ ^13^ ^)^ As the most numerous and long‐lived bone cells, osteocytes play essential roles in regulating bone homeostasis. L‐BAIBA protects osteocytes from the damaging effects of reactive oxygen species (ROS) on mitochondrial dysfunction and, ultimately, osteocyte cell death/apoptosis. Interestingly, L‐BAIBA was over 100 times more potent than D‐BAIBA in exerting these anti‐apoptotic effects, which points to a specific role for L‐BAIBA in protecting osteocytes and further shows the importance of analyzing the effects of these enantiomers separately.^(^ ^13^ ^)^

One of the most important and well‐described functions of osteocytes within bone is as a mechanosensory cell type.^(^ ^19^, ^20^ ^)^ Osteocytes sense mechanical load placed on bone during exercise and respond by regulating the synthesis and secretion of biochemical signals that target osteoblasts and osteoclasts to regulate bone formation and resorption, respectively. In particular, osteocytes are crucial for the immediate response to loading, where they rapidly release small signaling molecules such as Ca^2+^, PGE_2_, nitric oxide (NO), and ATP.^(^ ^21^, ^22^, ^23^ ^)^ This initial response is followed by the downregulation of proteins such as the secreted Wnt/β‐catenin pathway inhibitors sclerostin and DKK1,^(^ ^24^ ^)^ leading to increased osteoblast activity and bone formation. The importance of mechanical loading on maintaining bone health has been demonstrated by hind limb suspension studies, a well‐described model of disuse where the inability to load the bone results in decreased bone mass and strength.^(^ ^13^ ^)^ We previously found that administration of L‐BAIBA in drinking water not only protected male and female C57Bl/6 mice against hind limb suspension‐induced bone loss but also against muscle loss, suggesting the paracrine activity of L‐BAIBA on muscle.

The muscle‐bone crosstalk through the release of myokines is known to regulate the function of bone cells such as osteoblasts and osteocytes.^(^ ^1^ ^)^ As L‐BAIBA is known to be increased by exercise, we hypothesized that a potential function of L‐BAIBA was to act on the mechanically loaded bone during exercise to potentiate the anabolic effects of loading. Therefore, in this study we investigated the anabolic response of bone in mice treated with L‐BAIBA and subjected to a tibial mechanical loading regime that was insufficient to promote bone formation alone (sub‐optimal loading). We found that bone formation in mice subjected to sub‐optimal loading was only significantly induced in mice also administered L‐BAIBA. Furthermore, via RNA‐sequencing (RNA‐seq) analysis we identified several enriched pathways and genes in osteocyte‐enriched bone that showed early (24 hours after loading) and late (after 2 weeks) responses to stimulation by L‐BAIBA and/or sub‐optimal mechanical loading. Our results have important implications for how muscle and bone function cooperatively during exercise and the mechanisms by which myokines promote bone health.

## Material and Methods

### Animals

Mice were obtained from the National Institute on Aging (NIA, Bethesda, MD, USA) and housed at the Indiana University Animal Care Facility. C57BL/6 male mice 5 months of age were selected because at this age mice are skeletally mature and have passed the rapid phase of bone growth that occurs during development.^(^ ^25^ ^)^ Mice were housed four to five per cage under standard conditions for 1–2 weeks before they were single‐caged and used in the experiment. Three days prior to the beginning of the experiment the mice were separated into groups; L‐BAIBA (100 mg/kg/day, AdipoGen Life Sciences) was provided in drinking water ad libitum to the treated group, while control groups were provided with regular water. The mice were fed regular chow (2018 Teklad Global 18% Protein Extruded Rodent Diet, ENVIGO) and water ad libitum and maintained at a constant temperature of 25°C on a 12‐hour light/dark schedule. Water intake, weight, and overall health of the animals were monitored and documented during the total duration of the experiment. Protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of Indiana University School of Medicine.

### In vivo loading

The effects of short‐ and long‐term L‐BAIBA administration on the anabolic response to sub‐optimal mechanical loading were assessed using the in vivo tibial axial loading model. Mice were anesthetized (2%–3% isofluorane) and their right tibiae subjected to axial compression under continuous anesthesia for 220 cycles using a sinusoidal waveform of 2 Hz with no intercycle rest period (EnduraTEC ELF 3200; Bose, Massachusetts, USA). We selected age‐specific peak forces in order to generate peak periosteal strains between −1500 and − 2200 με at the cortical midshaft, which resulted in magnitudes of 7 and 8.25 N applied to the tibia (*n* = 6–8 per group). These values were determined from previously performed strain gaging of C57Bl/6 male mice.^(^ ^26^ ^)^ After each loading session the mice were returned to their cages, where they were observed to resume unrestricted activity. The left tibia served as a contralateral nonloaded control.

To examine the bone formation response to L‐BAIBA and sub‐optimal loading, 5‐month‐old male C57Bl/6 mice were loaded three times per week for 2 weeks at either 7 or 8.25 N (Fig. 1). L‐BAIBA (100 mg/kg/day) was provided in the drinking water throughout the 2‐week loading period. To examine transcriptional changes in the bone in response to L‐BAIBA and sub‐optimal loading, 5‐month‐old male mice were loaded at 8.25 N three times per week for 2 weeks as described earlier (long term) or pretreated with L‐BAIBA for 5 days prior to a single bout of 8.25 N loading (short term) (Fig. 1). To ensure enough RNA for sequencing, the tibiae from two mice were combined to give one sample (*n* = 2–3 samples per group). For both experiments, the mice were sacrificed 24 hours after the final application of loading and the tibiae dissected.

**Fig. 1:**
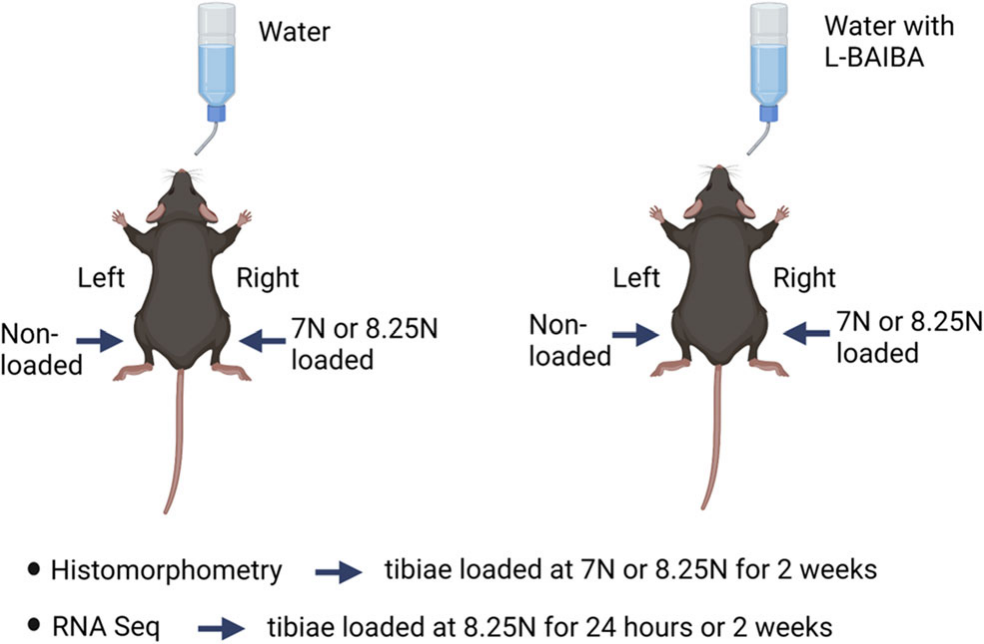
Experimental design of tibial loading and L‐BAIBA administration. For the analysis of bone formation by dynamic histomorphometry, mice were given untreated water (vehicle) or water supplemented with 100 mg/kg/day L‐BAIBA for 2 weeks. The right tibia was loaded three times per week with 7 N or 8.25 N force and the left tibiae served as nonloaded controls (*n* = 6–8 per group). For RNA‐seq analysis of the bone transcriptome, mice were given untreated water or 100 mg/kg/day L‐BAIBA for 5 days, and the right tibia was harvested 24 hours after a single bout of loading at 8.25 N. To examine the effects of a longer L‐BAIBA and loading treatment duration, mice were given untreated water or 100 mg/kg/day L‐BAIBA for 2 weeks, and the right tibia was subjected to three bouts of 8.25 N loading per week. To ensure sufficient RNA yield, the tibiae from two mice were combined to provide one sample (*n* = 2–3 samples per group). Created with BioRender.com.

### Dynamic histomorphometry

Two fluorochromes were used to label and track bone formation using dynamic histomorphometry of the bones; Calcein green (10 mg/kg; Sigma, Saint Louis, MO, USA) was injected intraperitoneally the first day of loading, and Alizarin complexone (30 mg/kg; Sigma) was injected the last day of tibial loading. Mice were sacrificed 4 days after the last tibial compression. Both loaded and unloaded tibiae were collected and fixed in 4% paraformaldehyde. After 48 hours, the fixative was removed and substituted with 70% EtOH. The tibiae were then dehydrated through graded EtOH (70–100%), cleared in xylene, infiltrated with unpolymerized methyl methacrylate (MMA), and embedded in polymerized MMA for subsequent sectioning. To measure bone formation, dynamic histomorphometric analysis was performed using a Lionheart FX Automated Microscope (BioTek Instruments, Winooski, VT, USA) and ImageJ (National Institutes of Health [NIH], https://imagej.nih.gov/ij/) on 20‐ to 40‐μm‐thick sections taken approximately 3 mm proximally to the bony connection at the tibiofibular junction, as described in Lewis et al.^(^ ^26^ ^)^ Measured parameters included mineralizing surface (MS/BS), mineral apposition rate (MAR), and bone formation rate (BFR/BS). For each section, we analyzed the entire endocortical (Ec) and periosteal (Ps) surfaces separately. Analyses were performed on the entire cross section of bone. To determine the relative bone formation parameters, the values from the left, nonloaded tibia were subtracted from the right, loaded tibia, as previously described.^(^ ^26^ ^)^

### Grip strength

The day before the sacrifice, absolute grip strength was tested in all animals using a grip strength meter (Columbus Instruments, Columbus, OH, USA). Five measurements were registered per animal, and the mean of the top three measurements was calculated. Results were then normalized to body weight to give the relative grip strength (g/gr).

### Serum aminobutyric acid measurements

Blood was collected by cardiac puncture the day of the sacrifice. Approximately 1 mL of blood per animal was collected in blood collection tubes (Becton, Dickinson and Company, Franklin Lakes, NJ, USA). Blood was then centrifuged at 1000 RPM for 10 minutes to separate the serum. The obtained serum was then analyzed to identify the presence of aminobutyric acids using liquid chromatography‐mass spectrometry (LC–MS) as described in Wang et al.^(^ ^27^ ^)^ Briefly, standard calibration curves were prepared by spiking the pure standards in surrogate matrix (5% bovine serum albumin‐PBS). 10 μL of serum was mixed with 10 μL internal standards mixture solution (1.2 μM *D*,*L*‐BAIBA‐d_3_ in 0.1% formic acid in methanol, v/v) and 35 μL of 0.1% formic acid in methanol (v/v). Then the mixtures were shaken for 20 minutes at room temperature, followed by centrifugation at 12,000 × *g*, 4°C, for 15 minutes to precipitate protein. Finally, 45 μL of supernatant from each sample was injected for LC–MS/MS analysis.

LC was performed using pumps A and B (LC‐30 AD) and autosampler (SIL‐30 AC) (Shimadzu Scientific Instruments, Tokyo, Japan). The LC separation was conducted on a chiral SPP‐TeicoShell, 150 × 4.6 mm, 2.7‐μm column (AZYP LLC, Arlington, TX, USA) configured with a Max‐RP 50 × 2.0 mm as guard column (Phenomenex, Torrance, CA, USA). The analytical column was maintained at room temperature. The mobile phase consists of methanol (A) and buffer (B) containing 0.005% formic acid and 2.5 mM ammonium formate in water. The LC gradient program was as follows: 0.0–10 minutes, 25% B; 10–10.1 minutes, 25–98% B; 10.1–17.0 minutes, 98% B; 17.1–25 minutes, 25% B. The flow rate was 0.6 mL/min.

The LC–MS/MS analysis was performed on a Shimadzu LCMS‐8050 triple quadrupole mass spectrometer. The instrument was operated and optimized under positive electrospray and multiple reaction monitoring modes (+ESI MRM) using pure standard solutions. The optimized conditions were as follows: interface voltage, 4.0 kV; interface temperature, 300°C; desolvation line temperature, 300°C; heating block temperature, 400°C; drying gas (N_2_), 10 L/min; nebulizing gas (N_2_), 3 L/min; heating gas (air), 10 L/min; collision‐induced dissociation gas (Ar), 230 kPa. All analyses and data processing were completed on Shimadzu LabSolutions version 5.91 software.

### RNA sequencing

RNA‐seq was performed to determine transcriptional changes in osteocyte‐enriched cortical bone in response to short‐ and longer‐term mechanical loading and BAIBA administration. Soft tissue and epiphyses were removed from the dissected tibiae and the marrow flushed with PBS using a 27‐gauge needle. The bones were bisected longitudinally and serially digested in collagenase and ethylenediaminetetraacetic acid (EDTA, Sigma) to remove cells from the bone surface and leave an osteocyte‐enriched cell population as described in Prideaux et al.^(^ ^28^ ^)^ Briefly, the bone pieces were digested in 2 mg/mL collagenase for 25 minutes, followed by incubation in 5 mM EDTA for 25 minutes and a final digestion in 2 mg/mL collagenase for 25 minutes. All incubations were performed in a sterile incubator at 5% CO_2_, 37°C, on an orbital shaker at 180 rpm. The bone pieces were then snap‐frozen in liquid nitrogen.

### Library preparation and sequencing

The digested cortical bone chips were pulverized in liquid nitrogen and homogenized in 1 mL Trizol (Thermo Fisher Scientific, Waltham, MA, USA). RNA was isolated using the DirectZol MicroPrep kit according to the manufacturer's instructions. The concentration and quality of total RNA samples were assessed using Agilent 2100 Bioanalyzer. All samples had a RIN (RNA Integrity Number) of four or higher. 100 ng RNA per sample were used to prepare a dual‐indexed strand‐specific cDNA library using KAPA mRNA Hyperprep Kit (Roche). The resulting libraries were assessed for quantity and size distribution using Qubit and Agilent 2100 Bioanalyzer. 200‐pM pooled libraries were utilized per flow cell for clustering amplification on cBot using HiSeq 3000/4000 PE Cluster Kit and sequenced with 2 × 75 bp paired‐end configuration on HiSeq4000 (Illumina) using HiSeq 3000/4000 PE SBS Kit. A Phred quality score (Q score) was used to measure the quality of sequencing. Over 90% of the sequencing reads reached Q30 (99.9% base call accuracy).

### Sequence alignment and gene counts

The sequencing data were first assessed using FastQC (Babraham Bioinformatics, Cambridge, UK) for quality control. Then all sequenced libraries were mapped to the mm10 mouse genome using STAR RNA‐seq aligner^(^ ^29^ ^)^ with the following parameter: “—outSAMmapqUnique 60.” The reads distribution across the genome was assessed using bamutils (from ngsutils).^(^ ^30^ ^)^ Uniquely mapped sequencing reads were assigned to mm10 refSeq genes using featureCounts (from subread)^(^ ^31^ ^)^ with the following parameters: “−s 2 −p –Q 10.” Quality control of sequencing and mapping results was summarized using MultiQC.^(^ ^32^ ^)^ Genes with read counts per million (CPM) > 0.5 in more than three of the samples were kept. The data were normalized using the trimmed mean of M (TMM) values method. Differential expression analysis was performed using edgeR.^(^ ^33^, ^34^ ^)^ False discovery rate (FDR) was computed from *p* values using the Benjamini‐Hochberg procedure. The raw and analyzed RNA‐seq data can be found at GEO (Gene Expression Omnibus) no. GSE214582.

### Statistical analysis

Data analysis was performed using GraphPad Prism 9 for Windows (GraphPad Software, La Jolla, CA, USA). Two‐way ANOVA with Tukey's post hoc test was used to compare differences between multiple variables. One‐way ANOVA with Tukey's post hoc test or Kruskal‐Wallis test with Dunn's post hoc test was used for single variable comparisons. A *p* value <0.05 was considered significant.

Gene Set Enrichment Analysis was applied on gene sets from Gene Ontology (GO)^(^ ^35^ ^)^ using the R package clusterProfiler.^(^ ^36^ ^)^ Significant genes were defined as genes with *p* value <0.05 and absolute log2 fold‐change >2. Supplemental files containing the differentially expressed genes and GO pathway analysis were deposited at Mendeley Data and are available at https://doi.org/10.17632/7ncthkxw26.1.

## Results

### L‐BAIBA administration increases serum L‐BAIBA levels and improves grip strength

Since mice can be sensitive to changes in water taste due to the addition of compounds, we first examined the water intake of mice given the L‐BAIBA supplemented drinking water. Supplementation of drinking water with 100 mg/kg L‐BAIBA had no effect on water intake (Fig. 2*A*). This is consistent with our previous studies.^(^ ^13^ ^)^ We also observed no effect of L‐BAIBA administration on the weight of the mice after 14 days of L‐BAIBA treatment (Fig. 2*B*). To confirm that administration of L‐BAIBA in the drinking water of mice resulted in increased levels of L‐BAIBA in serum, we measured serum L‐BAIBA levels at the time of sacrifice by LC–MS. L‐BAIBA levels were significantly elevated in the L‐BAIBA‐treated mice compared to the mice given only water (Fig. 2*C*). Treatment with L‐BAIBA did not significantly alter the serum levels of its enantiomer D‐BAIBA (Fig. 2*D*).

**Fig. 2:**
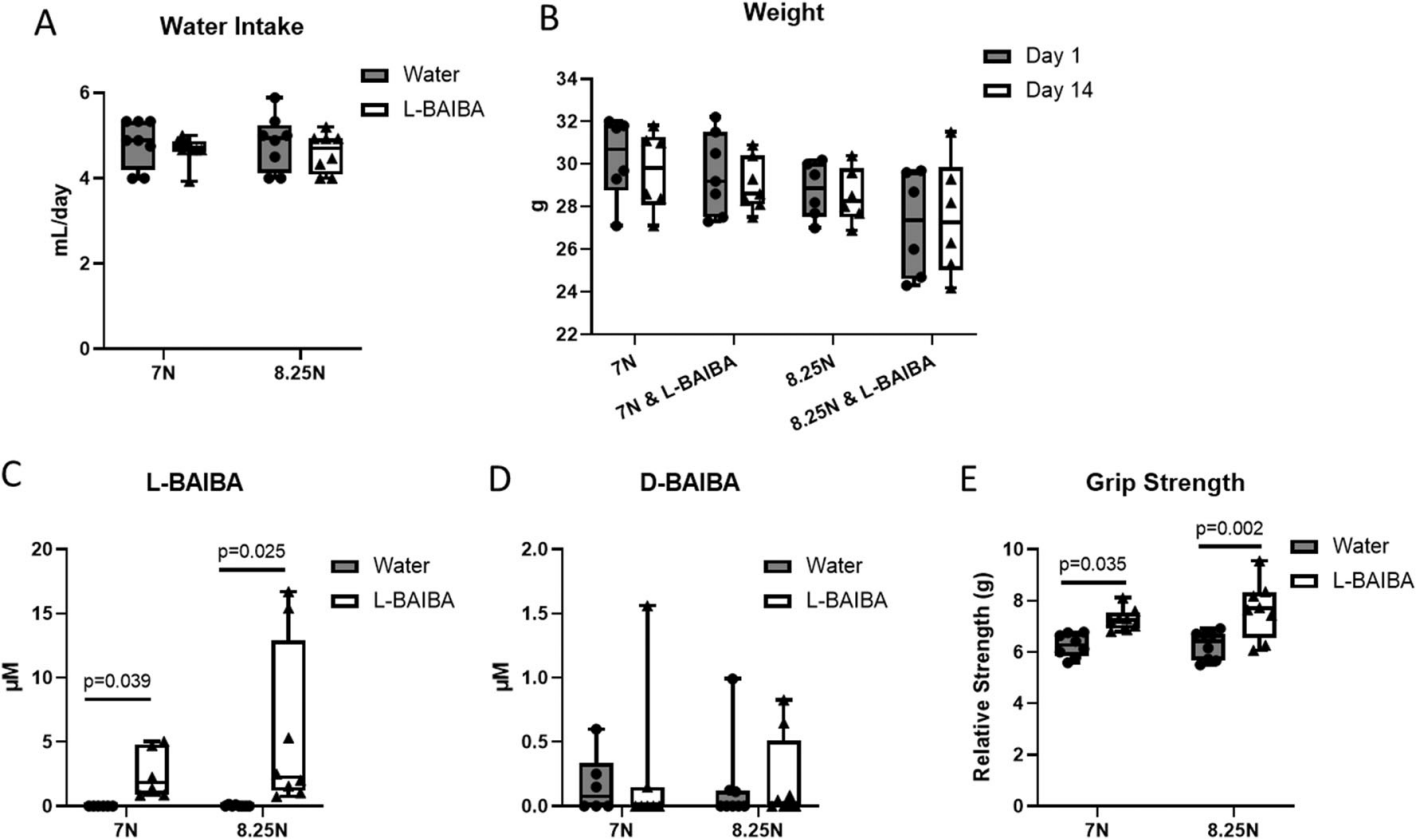
L‐BAIBA administration leads to elevated serum L‐BAIBA levels and increased muscle strength. Water intake (*A*) and body weight (*B*) were unaffected by L‐BAIBA supplementation or tibial loading. Serum L‐BAIBA levels were elevated in the mice given L‐BAIBA (*C*), but the levels of D‐BAIBA (*D*) were not significantly affected. (*E*) Grip strength was increased in the L‐BAIBA‐treated mice. Data are presented as mean ± SD, *n* = 7–8.

To determine whether L‐BAIBA regulated skeletal muscle function, grip strength testing was performed on L‐BAIBA and control‐treated mice. L‐BAIBA increased grip strength in the mice; however, there was no difference between the mice receiving 7 or 8.25 N of load (Fig. 2*E*). These measurements suggest that L‐BAIBA is a positive regulator of muscle strength.

### L‐BAIBA or sub‐optimal loading at 7 or 8.25 N does not significantly increase bone formation

To determine the level of new bone formation induced by L‐BAIBA or sub‐optimal mechanical loading alone, we compared the ratio of mineralizing surface/bone surface (%MS/BS), mineral apposition rate (MAR), and bone formation rate (BFR/BS) between loaded and nonloaded tibiae from vehicle (water only)‐treated mice, and the nonloaded tibiae from mice receiving L‐BAIBA. L‐BAIBA administration alone did not affect periosteal or endosteal bone formation (Fig. 3*A*–*D*). No changes in periosteal MS/BS, MAR, or BFR/BS were observed in response to 7 N (Fig. 3*A*) or 8.25 N (Fig. 3*B*) mechanical loading, although there was a high degree of variability in the 8.25 N loaded group. Endosteal MS/BS was significantly increased by 7 N loading, with no effect on MAR or BFR/BS (Fig. 3*C*), and 8.25 N loading did not significantly affect endosteal MS/BS, MAR, or BFR/BS (Fig. 3*D*).

**Fig. 3:**
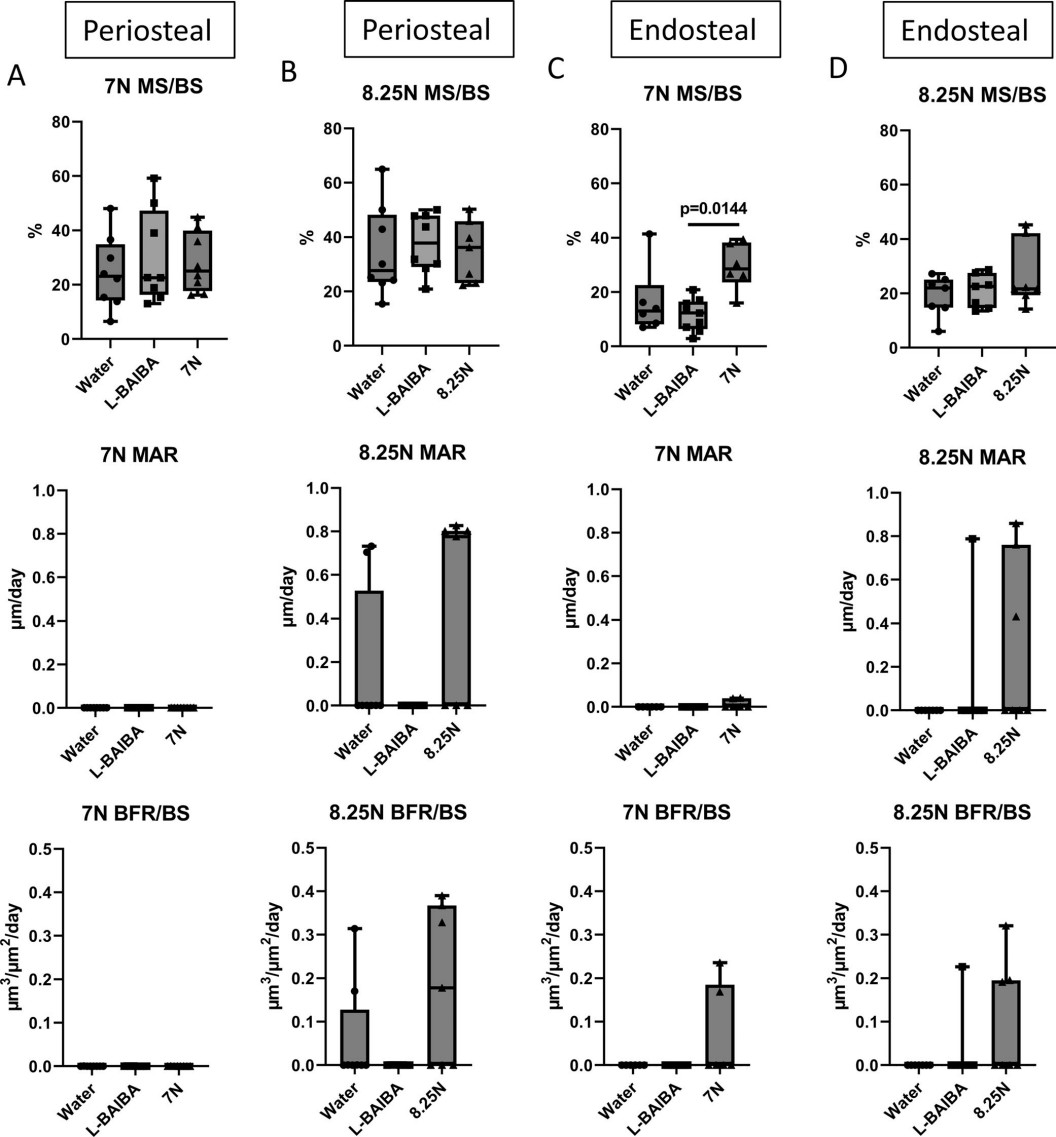
L‐BAIBA supplementation or mechanical loading alone does not induce new bone formation. Mineralizing surface/bone surface (%MS/BS), mineral apposition rate (MAR), and bone formation rate (BFR/BS) between loaded and nonloaded tibiae from vehicle‐treated (water) mice and the nonloaded tibiae from mice receiving L‐BAIBA were compared to determine whether loading or L‐BAIBA alone promote bone formation. No significant effects were observed on periosteal %MS/BS, MAR, or BFR/BS in response to L‐BAIBA, 7 N (*A*) or 8.25 N (*B*) mechanical loading. (*C*) Endosteal %MS/BS was increased by 7 N loading compared to L‐BAIBA, but there were no differences in any other parameters. (*D*) There were no significant effects of L‐BAIBA or 8.25 N loading on %MS/BS, MAR, or BFR/BS. Data are presented as mean ± SD, *n* = 6–8.

### L‐BAIBA synergizes with sub‐optimal mechanical loading to promote bone formation

To determine whether L‐BAIBA administration could synergize with sub‐optimal mechanical loading to further enhance bone formation, we examined the osteogenic response in loaded tibiae from mice treated with or without L‐BAIBA. Tibial loading at a peak load of 7 N failed to increase periosteal relative MS/BS, MAR, or BFR/BS, regardless of L‐BAIBA supplementation. Likewise, tibia loading at 8.25 N was ineffective at increasing bone formation parameters in vehicle‐treated mice. However, mice loaded at 8.25 N in the presence of L‐BAIBA exhibited significantly increased periosteal MAR and BFR/BS compared to vehicle‐treated mice loaded at 7 or 8.25 N or L‐BAIBA‐treated mice loaded at 7 N (Fig. 4*A,C*). There were no significant effects of L‐BAIBA and either 7 or 8.25 N loading on endosteal bone formation parameters (Fig. 4*B,C*).

**Fig. 4:**
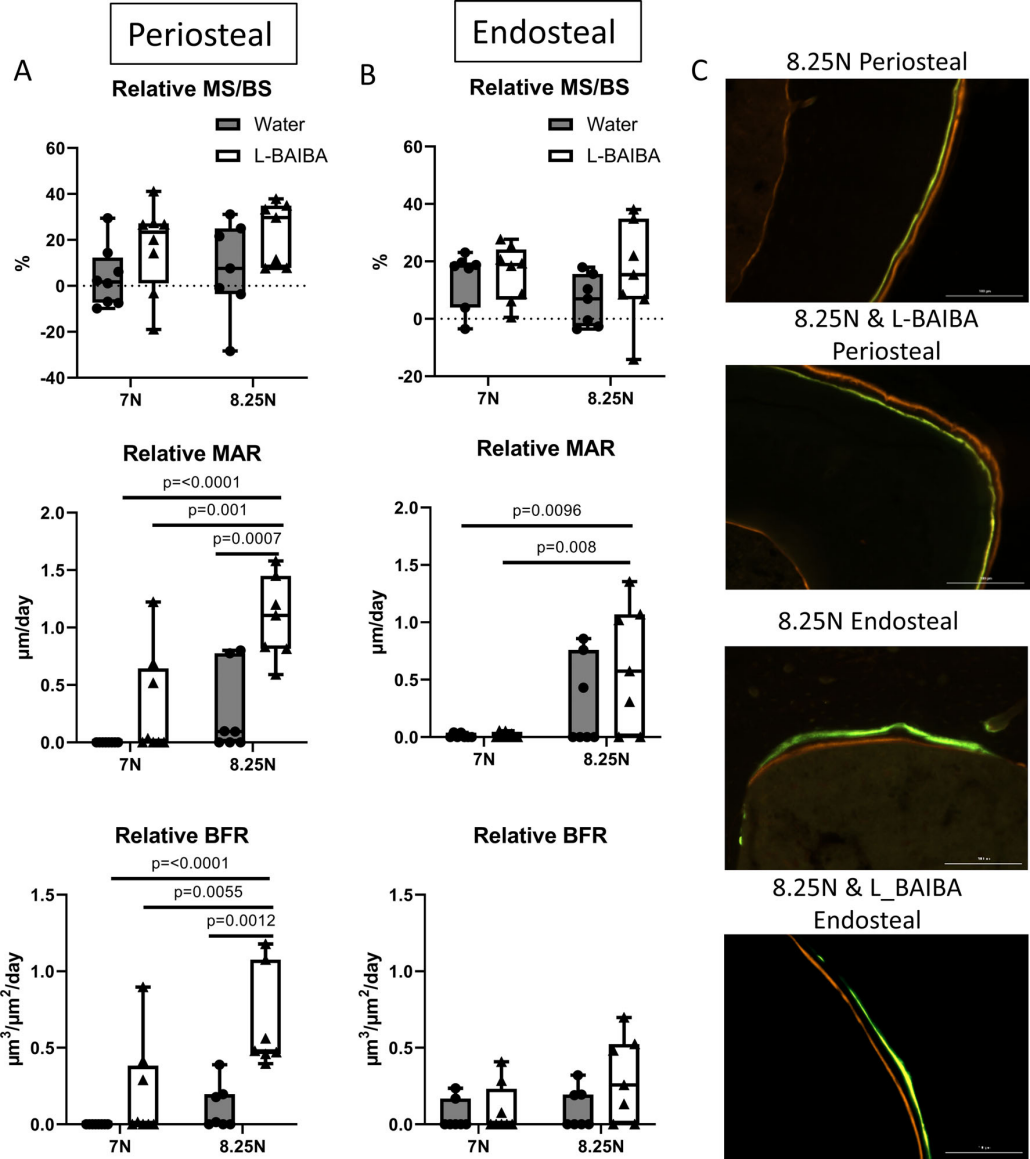
L‐BAIBA synergizes with sub‐optimal mechanical loading to promote periosteal bone formation. (*A*) Relative MAR and BFR/BS were significantly increased by the combination of L‐BAIBA treatment and 8.25 N loading compared to 8.25 N loading alone. (*B*) Endosteal bone formation parameters were not significantly enhanced by L‐BAIBA in addition to loading. (*C*) Representative images of periosteal and endosteal double‐labeled bone surfaces used to measure bone formation. Data are presented as mean ± SD, *n* = 6–8.

To further investigate the link between L‐BAIBA and bone formation in the 8.25 N loaded mice, Pearson's correlation was performed for periosteal and endosteal bone parameters. A significant correlation of 0.941 was identified between serum L‐BAIBA levels and periosteal BFR/BS, and there was a trend toward correlations between L‐BAIBA and periosteal MS/BS and MAR (Fig. 5*A*). However, this might have been driven by the two mice with the highest serum L‐BAIBA levels, which showed a dramatically greater BFR and MAR. There were no correlations between serum L‐BAIBA and any of the endosteal bone formation parameters (Fig. 5*B*). There were also no significant correlations with serum L‐BAIBA and bone formation parameters in the 7 N loaded mice (data not shown).

**Fig. 5:**
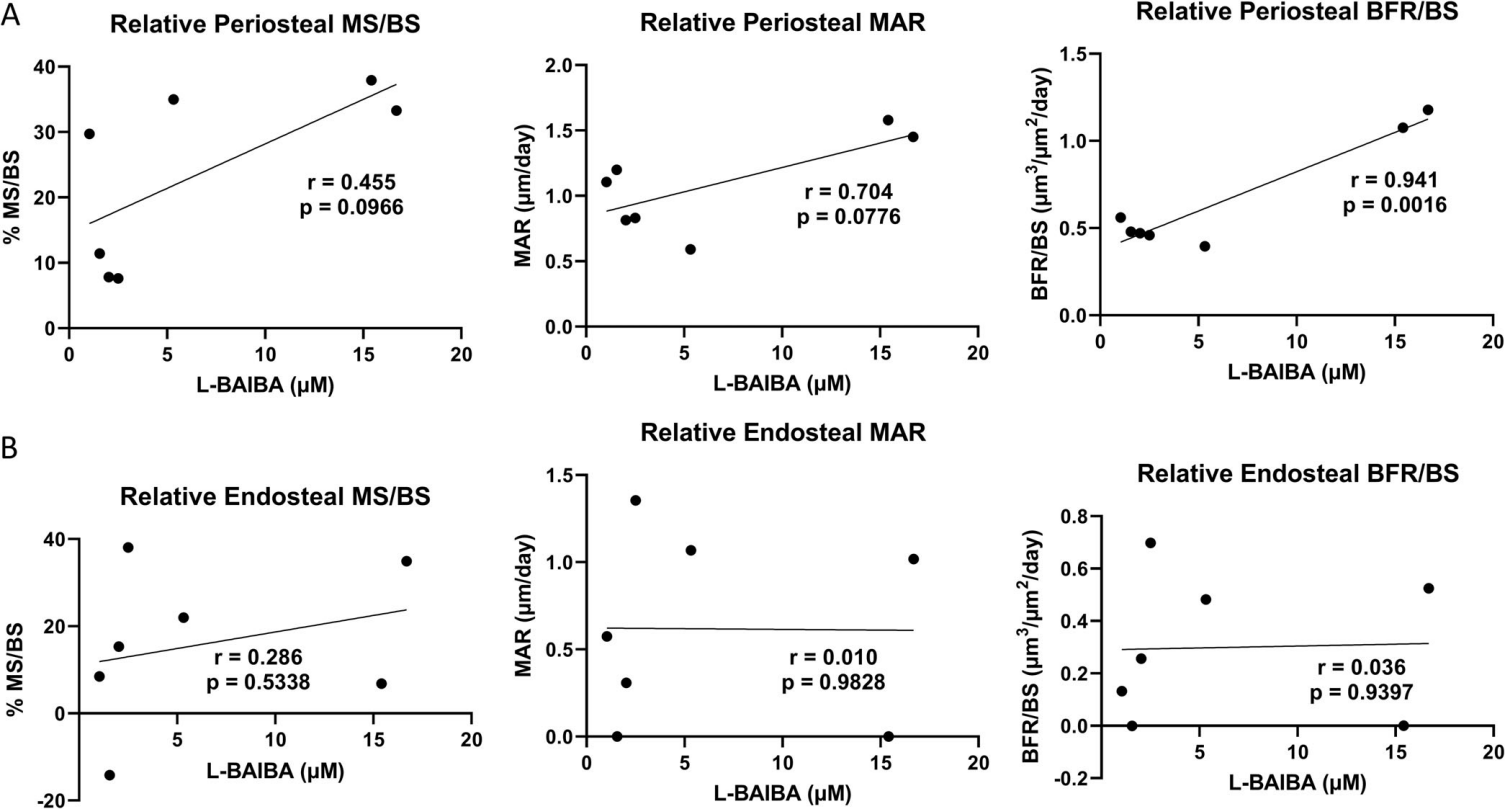
Serum L‐BAIBA levels are positively correlated with periosteal bone formation in the 8.25 N loaded mice. (*A*) There is a trend toward correlations between periosteal MS/BS and MAR and serum L‐BAIBA and a significant correlation with BFR/BS and L‐BAIBA. (*B*) There is no correlation with endosteal bone formation parameters and L‐BAIBA. *n* = 7.

### Regulation of bone transcriptome by 2 weeks of sub‐optimal loading or L‐BAIBA treatment

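Osteocytes are the cells embedded in mineralized bone matrix. They sense strain and signal to the osteoblasts on the bone surface, through Wnt ligands and the Wnt antagonist sclerostin among others. L-BAIBA (L-β-aminoisobutyric acid) is a metabolite released by contracting muscle. Digestion of flushed cortical bone with collagenase and EDTA removes cells from its surface, and RNA of vessels, nerve, cartilage and residual marrow can remain beside that of the osteocytes.

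In the 2-week experiment, 3 libraries were sequenced from each of 4 groups, vehicle nonloaded, vehicle loaded, L-BAIBA nonloaded and L-BAIBA loaded tibiae. Each library pooled the same-side tibiae of 2 mice, with the right tibia loaded and the left not. Libraries were made from poly(A) RNA with a strand-specific kit and read from both ends. According to the submitters, reads were aligned to mm10 with STAR and counted per refSeq gene with featureCounts. The counts assigned to genes ranged from 9627587 to 16961658 per library (median 15922666) in the vehicle nonloaded group and from 14819597 to 17489087 (median 16493644) in the vehicle loaded group. They ranged from 6632189 to 18318951 (median 8603144) in the L-BAIBA nonloaded group and from 6368289 to 16042501 (median 15194309) in the L-BAIBA loaded group.

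Starting from the authors' deposited counts, the 15576 genes with a CPM (library-scaled count) over 0.5 in at least 4 libraries were scaled by TMM, and all 4 groups were fitted together with edgeR's quasi-likelihood test. Values per group are CPM after TMM scaling, given as mean ± SD over n = 3 libraries. Adjusted p values are by Benjamini-Hochberg over all genes tested. Those beside single genes are from the quasi-likelihood test unless said otherwise, and DESeq2 and edgeR's likelihood ratio test gave some genes lower ones. Genes were counted at an unadjusted p under 0.05 and an absolute log2 fold change over 1, where the volcano plots of the paper begin to colour genes, while its methods state 2. In addition, 35 lists of genes for cell types and pathways, written before the data were examined, were compared with all other genes by limma's camera. Some of them cover themes that the paper reports from these libraries, and those are not independent evidence. Each list's adjusted p is given with a preset correlation of 0.01 between its genes and with a correlation estimated from the libraries, under which no list passed 0.05 in any comparison.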

To identify potential mechanisms for increased bone formation in response to sub‐optimal loading and L‐BAIBA treatment, we examined the transcriptional changes in osteocyte‐enriched cortical bone after 2 weeks of 8.25 N loading with vehicle treatment (water), L‐BAIBA treatment without loading, or the combination of 8.25 N loading and L‐BAIBA. RNA from cortical bone was harvested 24 hours after the final bout of loading. Two hundred five genes were significantly regulated by sub‐optimal loading compared to nonloaded, vehicle‐treated bone (Fig. 6*A,E,F* and Supplemental File 1 in Data S1). 

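Loading of bone is known to raise immediate early genes such as *Fos* and *Egr1*, transcription factors switched on soon after strain. The tibiae here were taken 24 hours after the last loading. Circadian regulators such as *Per1* and *Clock* keep daily time in bone cells as in other tissues. *Klf1* marks red cell precursors, and *Elane* and *S100a8* mark neutrophils, the marrow cells that stay behind when bone is flushed.

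In vehicle loaded compared with vehicle nonloaded tibiae, 171 genes were higher and 40 lower at an unadjusted p under 0.05 and an absolute log2 fold change over 1, together 211. In 20 simulated sets of libraries with the same dispersions and no difference between groups, a mean of 188 genes passed that threshold (range 159 to 209), but these treat libraries as independent, while 2 mouse pools gave both a loaded and a nonloaded tibia, so they are not what no effect would give here. The count was 354 without vehicle nonloaded replicate 3, 57 without vehicle loaded replicate 2 and 548 without vehicle loaded replicate 3. With the mouse pool as a block, it was 356 as a random and 331 as a fixed effect. No gene had an adjusted p under 0.05 from edgeR's quasi-likelihood test (smallest 0.47) or from limma with the block, while DESeq2 and edgeR's likelihood ratio test each gave 2. Without the fold threshold, 959 genes were higher and 624 lower at an unadjusted p under 0.05, a balance that turns with the mouse pool as a fixed block (930 and 1174) and without vehicle loaded replicate 2 (184 and 212).

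The smallest p belonged to *Rnaseh2b*, a subunit of the enzyme that removes ribonucleotides from DNA, on chromosome 14 of mm10 from 62332105 to 62372992. It stood at 48.7 ± 2.42 CPM in nonloaded and 27.8 ± 4.11 CPM in loaded tibiae, a log2 fold change of -0.81 (standard error 0.15, adjusted p = 0.47). *Itgb8*, the integrin subunit that activates latent TGFβ, lies on chromosome 12 from 119162803 to 119238276 and went from 0.857 ± 0.0669 to 2.88 ± 0.834 CPM (log2 fold change 1.75, standard error 0.38, adjusted p = 0.47).

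All 15 immediate early genes were higher with loading, with a median log2 fold change of 0.73 and 4 at an unadjusted p under 0.05 (adjusted p = 4.2e-04 from camera, 0.56 with an estimated correlation). *Fosb* had a log2 fold change of 0.89 (standard error 0.32), *Egr1* of 0.82 (standard error 0.35) and *Fos* of 0.53 (standard error 0.23). The 15 circadian genes were likewise all higher (median 0.58, adjusted p = 7.9e-05, 0.52 with an estimated correlation), among them *Clock* at 0.58 (standard error 0.17) and *Per1* at 0.58 (standard error 0.25). Lower with loading were all 9 erythroid genes (median -0.70, adjusted p = 3.5e-05, 0.52 with an estimated correlation), 15 of 17 neutrophil genes (median -0.44, adjusted p = 1.8e-06, 0.52 with an estimated correlation) and 83 of 93 ribosomal protein genes (median -0.36, adjusted p = 1.0e-07, 0.56 with an estimated correlation). *Klf1* had a log2 fold change of -0.95 (standard error 0.40) and *S100a8* of -0.85 (standard error 0.29). No single library left out ended the call of any of these 5 lists.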

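Wnt ligands bind Frizzled and LRP5/6 receptors and stabilize β-catenin, which drives osteoblast differentiation. *Wnt1* is expressed by osteocytes, and its loss-of-function mutations cause osteoporosis and osteogenesis imperfecta. *Wnt10b* favours osteoblast over adipocyte fate. *Lgr6* encodes an R-spondin receptor that amplifies Wnt signals, *Wnt5b* a ligand that acts mainly without β-catenin, and *Ptgs2* the enzyme behind the prostaglandins that loaded osteocytes release.

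*Wnt1* lies on chromosome 15 of mm10 from 98789857 to 98793830. Its level was 6.74 ± 3.95 CPM in vehicle nonloaded and 38.1 ± 33.7 CPM in vehicle loaded tibiae, a log2 fold change of 2.48 (standard error 0.96, adjusted p = 0.47 from edgeR's quasi-likelihood test). The 3 vehicle loaded libraries stood at 37.3, 72.1 and 4.73 CPM, so that replicate 3 lay within the range of the nonloaded ones. *Wnt1* levels in the loaded libraries followed a split across treatment, vehicle loaded replicates 1 and 2 and L-BAIBA loaded replicate 1 against the rest. The closing observations describe that split. *Wnt10b* neighbours *Wnt1* on chromosome 15 from 98771752 to 98778150 and stood at 19.7 ± 5.93 CPM nonloaded and 65.9 ± 51.5 CPM loaded (log2 fold change 1.74, standard error 0.62, adjusted p = 0.47).

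Of 20 genes of Wnt signalling, 14 were higher and 6 lower, with a median log2 fold change of 0.32 (adjusted p = 0.031 from camera, 0.56 with an estimated correlation). The call was lost without vehicle nonloaded replicate 2 (median 0.34, adjusted p = 0.096), vehicle loaded replicate 1 (0.40, 0.096) or vehicle loaded replicate 2 (0.19, 0.055). *Lgr6* had a log2 fold change of 0.90 (standard error 0.31) and *Wnt5b* of 0.74 (standard error 0.33). The paper already names *Wnt1* and *Wnt10b* as raised in these libraries, so a list of Wnt genes is not independent evidence. Of 14 genes known from other loading studies of bone, 13 were higher, with a median of 0.71 (adjusted p = 0.0067, 0.56 with an estimated correlation), and without vehicle loaded replicate 2 the median was 0.30 (adjusted p = 0.22). Among them, *Ptgs2* had a log2 fold change of 1.35 (standard error 0.67) and *Ptn*, which encodes the growth factor pleiotrophin, of 1.04 (standard error 0.52). Between L-BAIBA nonloaded and vehicle nonloaded tibiae, where no tibia was loaded, the median of these 14 genes was also above that, at 0.82.

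**Figure D1:**
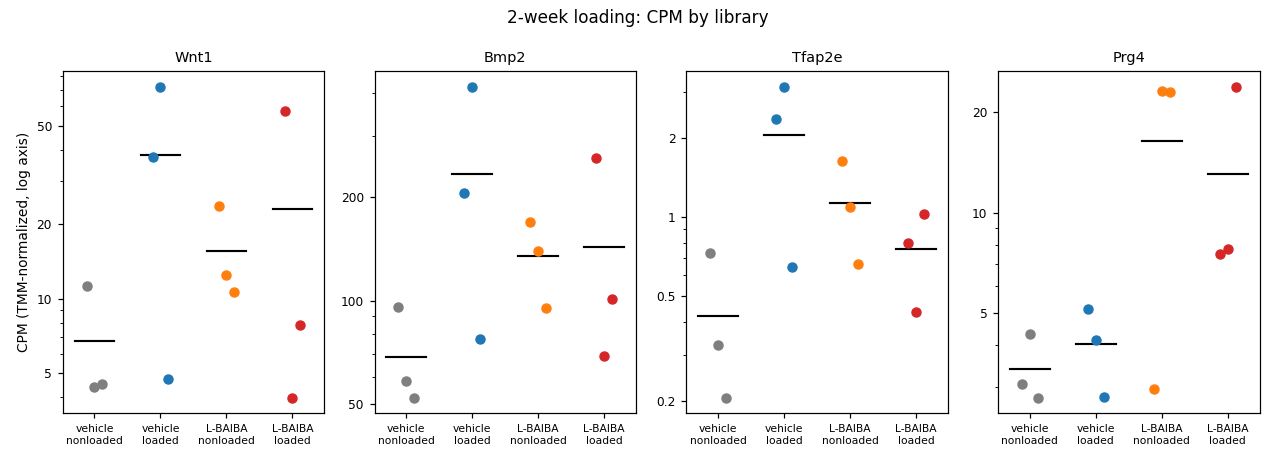
CPM after TMM scaling (log axis) of *Wnt1*, *Bmp2*, *Tfap2e* and *Prg4* in the 4 groups of the 2-week experiment. Points are libraries and lines are means; the vehicle loaded libraries of *Wnt1* stand at 37.3, 72.1 and 4.73 CPM.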

Among the most significantly upregulated genes were *Wnt1* and *Wnt10b*, activators of Wnt/β‐catenin signaling. Also upregulated were the transforming growth factor β (TGFβ) superfamily members and bone morphogenetic proteins *Bmp2*, *Bmp8a*, and *Bmp8b*. 

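Bone morphogenetic proteins are ligands of the TGFβ superfamily that signal through SMAD1, SMAD5 and SMAD8 and direct progenitors toward osteoblasts. *Bmp2* is needed for the repair of fractures. *Bmp8a* and *Bmp8b* are neighbouring copies on chromosome 4 whose reads can match both. *Bmpr2* encodes the receptor that binds these ligands, and *Bmp4* a close relative of *Bmp2*.

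*Bmp2*, on chromosome 2 of mm10 from 133552159 to 133562896, stood at 68.8 ± 23.5 CPM in vehicle nonloaded and 234 ± 172 CPM in vehicle loaded tibiae, with a log2 fold change of 1.76 (standard error 0.56, adjusted p = 0.47 from edgeR's quasi-likelihood test). The loaded libraries were at 206, 418 and 77.6 CPM. *Bmp8a*, on chromosome 4 from 123312650 to 123343252, had 35.4 ± 1.49 CPM nonloaded and 88.9 ± 53.4 CPM loaded, a log2 fold change of 1.33 (standard error 0.44, adjusted p = 0.47). *Bmp8b*, on chromosome 4 from 123105165 to 123126091, had 5.04 ± 0.75 and 13.6 ± 8.71 CPM, a log2 fold change of 1.44 (standard error 0.48, adjusted p = 0.47). Only uniquely mapped reads were counted, so reads that fit both copies are in neither value.

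Of 40 genes of TGFβ and BMP signalling, 39 were higher with loading and 1 was lower, with a median log2 fold change of 0.66 (adjusted p = 1.2e-12 from camera, 0.52 with an estimated correlation). 21 of them had an unadjusted p under 0.05 and none passed when adjusted over the list alone. *Bmpr2* had a log2 fold change of 0.86 (standard error 0.22), *Bmp4* of 0.69 (standard error 0.22) and *Smad5* of 0.56 (standard error 0.18). The preset call held whichever library was left out. The paper already reports TGFβ and BMP genes as raised in these libraries, so the list is not independent evidence.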

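*Xirp1* encodes an actin-binding protein of adhesion sites in striated muscle. *Bdkrb2* is the receptor for bradykinin, a peptide of pain and vessel dilation that also acts on osteoblasts. *Gpr3* is an orphan receptor that raises cyclic AMP without a known ligand, and *Neu2* is a cytosolic sialidase that trims sialic acid from glycoproteins and gangliosides.

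*Xirp1*, on chromosome 9 of mm10 from 120013755 to 120023598, had 2.61 ± 2.61 CPM in vehicle nonloaded and 19.7 ± 16.9 CPM in vehicle loaded tibiae, a log2 fold change of 2.86 (standard error 1.26, adjusted p = 0.48 from edgeR's quasi-likelihood test). Its loaded libraries were at 24.4, 33.8 and 0.973 CPM. *Gpr3*, on chromosome 4 from 133209340 to 133212536, divided the loaded libraries in the same way, at 34.6, 47.1 and 1.43 CPM against 4.34 ± 4.51 CPM nonloaded (log2 fold change 2.64, standard error 1.28, adjusted p = 0.49). *Bdkrb2*, on chromosome 12 from 105563172 to 105593071, was a gene of low abundance, with 0.256 ± 0.0957 CPM nonloaded and 1.66 ± 1.1 CPM loaded (log2 fold change 2.62, standard error 0.89, adjusted p = 0.47). *Neu2*, on chromosome 1 from 87574027 to 87597840, had 0.878 ± 0.881 and 5.23 ± 4.83 CPM (log2 fold change 2.51, standard error 1.26, adjusted p = 0.5).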

Other upregulated genes included xin actin binding repeat containing 1 (*Xirp1*), bradykinin receptor B2 (*Bdkrb2*), G‐protein‐coupled receptor 3 (*Gpr3*), and *Neu2*. The mineralization regulators dentin matrix protein 1 (*Dmp1*) and the phosphate regulating endopeptidase homolog X‐linked (*Phex*) were also upregulated (Supplemental File 1 in Data S1). 

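*Dmp1* and *Phex* are expressed mostly by osteocytes. DMP1 binds collagen and calcium and nucleates mineral, PHEX is a membrane peptidase, and loss of either causes hypophosphatemic rickets with high FGF23. *Mepe*, a phosphoglycoprotein that PHEX protects from cleavage, and *Cd44*, a hyaluronan and osteopontin receptor, are also rich in osteocytes.

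*Dmp1* was among the most abundant transcripts, on chromosome 5 of mm10 from 104202617 to 104214102. It stood at 1860 ± 702 CPM in vehicle nonloaded and 4940 ± 3940 CPM in vehicle loaded tibiae, a log2 fold change of 1.41 (standard error 0.73, adjusted p = 0.51 from edgeR's quasi-likelihood test), and its unadjusted p was above 0.05. The L-BAIBA groups stood between them, at 4020 ± 2800 CPM nonloaded and 3690 ± 3700 CPM loaded. *Phex*, on chromosome X from 157162075 to 157415286, had 395 ± 60.7 CPM nonloaded and 856 ± 488 CPM loaded, a log2 fold change of 1.11 (standard error 0.35, adjusted p = 0.47).

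All 10 osteocyte genes were higher with loading, with a median log2 fold change of 0.67 and 2 at an unadjusted p under 0.05 (adjusted p = 0.0036 from camera, 0.53 with an estimated correlation). Without vehicle loaded replicate 2 the median was 0.34 (adjusted p = 0.074). *Cd44* had a log2 fold change of 1.00 (standard error 0.40) and *Mepe* of 0.70 (standard error 0.35).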

The majority of genes downregulated by sub‐optimal loading were histones (21/38, 55%), including H1 linker histones and H2, H3, and H4 core histones (Fig. 6 *A*, Table 1 and Supplemental File 1 in Data S1). 

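Nucleosomes are built from H2A, H2B, H3 and H4 core histones, and H1 linker histones close the DNA around them. The replication-dependent histone genes lie in clusters on mouse chromosomes 13, 3 and 11 and are transcribed in S phase for newly made DNA. Their mRNAs end in a stem-loop and not in a poly(A) tail, so that poly(A) selection captures them poorly. *Birc5*, *Cdk1* and *Tyms* are expressed in cycling cells.

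All 56 replication-dependent histone genes tested were lower in vehicle loaded than in vehicle nonloaded tibiae, with a median log2 fold change of -0.96 (adjusted p = 8.3e-19 from camera, 0.52 with an estimated correlation). 24 had an unadjusted p under 0.05, 19 of the 40 lower genes past the fold threshold were histones, and 11 passed when adjusted over the list alone. The list follows the paper's account of these same libraries and is not independent evidence. *Hist1h1e*, a linker histone on chromosome 13 of mm10 from 23621777 to 23622558, had 25.5 ± 2.81 CPM nonloaded and 9.78 ± 0.346 CPM loaded (log2 fold change -1.38, standard error 0.26, adjusted p = 0.47 from edgeR's quasi-likelihood test). *Hist1h2ak*, on chromosome 13 from 21753377 to 21753912, had 6.83 ± 2.32 and 1.78 ± 0.473 CPM (log2 fold change -1.93, standard error 0.43, adjusted p = 0.47). *Hist2h4*, on chromosome 3 from 96262934 to 96263317, had a log2 fold change of -1.81 (standard error 0.49) and *Hist2h2bb*, beside it from 96269700 to 96270192, of -1.52 (standard error 0.42). Near-identical histone copies share reads, and those reads were not counted.

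Cell cycle genes were lower as well, all 25 of them, with a median of -0.52, 13 at an unadjusted p under 0.05 and 6 when adjusted over the list alone (adjusted p = 2.0e-13 from camera, 0.52 with an estimated correlation). *Birc5* had a log2 fold change of -0.77 (standard error 0.21), *Cdk1* of -0.76 (standard error 0.21) and *Tyms* of -0.69 (standard error 0.21). The 11 replication-independent histone variants, whose mRNAs carry a poly(A) tail, had a median of -0.22 with 4 higher and 7 lower (adjusted p = 0.044, 0.53 with an estimated correlation). That call was lost without vehicle nonloaded replicate 1 (adjusted p = 0.23) or replicate 2 (0.14), or without vehicle loaded replicate 2 (0.071) or replicate 3 (0.23). The calls of the replication-dependent and the cell cycle lists held whichever library was left out.

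**Figure D2:**
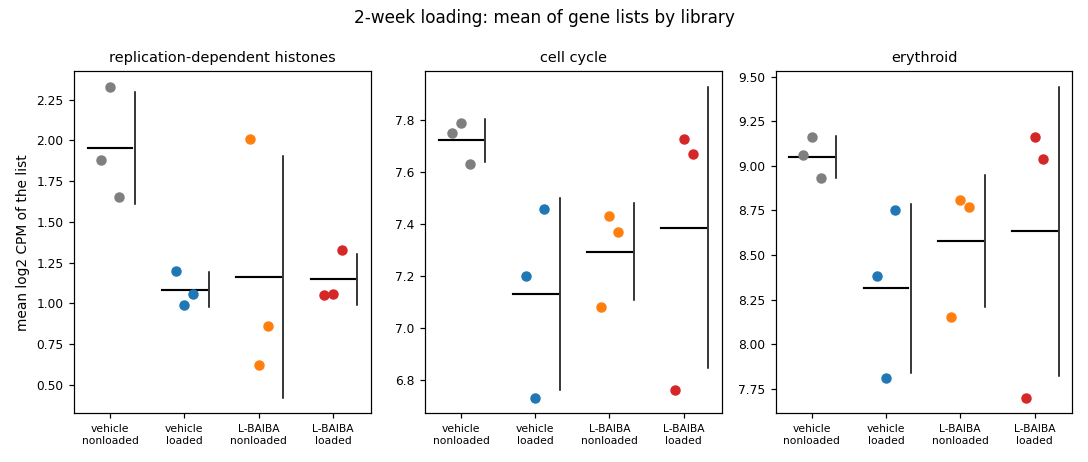
Mean log2 CPM of the replication-dependent histone, cell cycle and erythroid lists in each library of the 4 groups of the 2-week experiment. Points are libraries, horizontal lines are means and whiskers show 1 SD; for the histones, the vehicle loaded libraries lie between 0.99 and 1.20 and the vehicle nonloaded ones between 1.65 and 2.33.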

The ribosomal RNA precursor *Rn45s* was also significantly downregulated after 2 weeks of loading. 

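*Rn45s* is the annotated copy of the 45S ribosomal RNA precursor, from which the 18S, 5.8S and 28S RNAs are cut. It carries no poly(A) tail, so the reads it receives in poly(A)-selected libraries depend on how much ribosomal RNA passes the selection, besides the transcript's level. Other short noncoding RNAs can pass the selection as well.

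*Rn45s* lies on chromosome 17 of mm10 from 39842997 to 39848829. It stood at 28100 ± 18200 CPM in vehicle nonloaded and 4320 ± 1280 CPM in vehicle loaded tibiae, a log2 fold change of -2.70 (standard error 0.77, adjusted p = 0.47 from edgeR's quasi-likelihood test). Its share of the counts was 0.712%, 4% and 3.55% in the vehicle nonloaded libraries and 0.582%, 0.355% and 0.357% in the vehicle loaded ones. In the L-BAIBA groups it was 0.287%, 0.31% and 1.48% nonloaded and 1.69%, 1.56% and 0.371% loaded. A list of ribosomal and short noncoding RNAs that includes *Rn45s* had a median log2 fold change of -0.08 with loading and did not pass camera.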

GO analysis identified many significantly enriched pathways including TGFβ signaling (GO:0071560; GO:0007179; GO:0071559), muscle cell/tissue development (GO:0060537; GO:0042692; GO:0014706; GO:0051146), ossification (GO:0001503), osteoblast differentiation (GO:0001649; GO:0045667), and biomineralization (GO:0110148) (Fig. 6*G*, Supplemental File 2 in Data S1). 

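Ossification and osteoblast differentiation run through RUNX2 and SP7 to matrix genes such as type I collagen and osteocalcin. *Tek* encodes the angiopoietin receptor of vessels, which accompany bone formation. *Nkg7* marks cytotoxic T and NK cells, and *Isg15* is induced by interferon.

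Of 15 osteoblast and bone matrix genes, 8 were higher and 7 lower in vehicle loaded tibiae, with a median log2 fold change of 0.30 (adjusted p = 0.6 from camera). Of 14 skeletal muscle fibre genes, 9 were higher and 5 lower (median 0.11). Neither list passed. Of 14 endothelial genes, 13 were higher (median 0.34, adjusted p = 0.006, 0.56 with an estimated correlation), and *Tek* had a log2 fold change of 0.51 (standard error 0.23). Without vehicle loaded replicate 1 the endothelial median was 0.24 (adjusted p = 0.077). All 12 T and NK lymphoid genes were lower (median -0.31, adjusted p = 0.0072, 0.52 with an estimated correlation), with *Nkg7* at -0.56 (standard error 0.19), and without vehicle nonloaded replicate 1 the median was -0.10 (adjusted p = 0.35). Interferon-induced genes were lower in 10 of 15 (median -0.17, adjusted p = 0.025, 0.53 with an estimated correlation), with *Isg15* at -0.82 (standard error 0.32). That call was lost without vehicle nonloaded replicate 1 (median -0.14, adjusted p = 0.19), vehicle loaded replicate 1 (-0.19, 0.058) or vehicle loaded replicate 2 (-0.13, 0.13).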

GO Cellular Component Ontology identified the enrichment of genes associated with the plasma membrane and dendrite membrane (GO:0098590; GO:0032590) and the chromosome and nucleosome (GO:0061638; GO:0034506; GO:0043505), consistent with the downregulation of histone genes (Supplemental File 3 in Data S1).

**Fig. 6:**
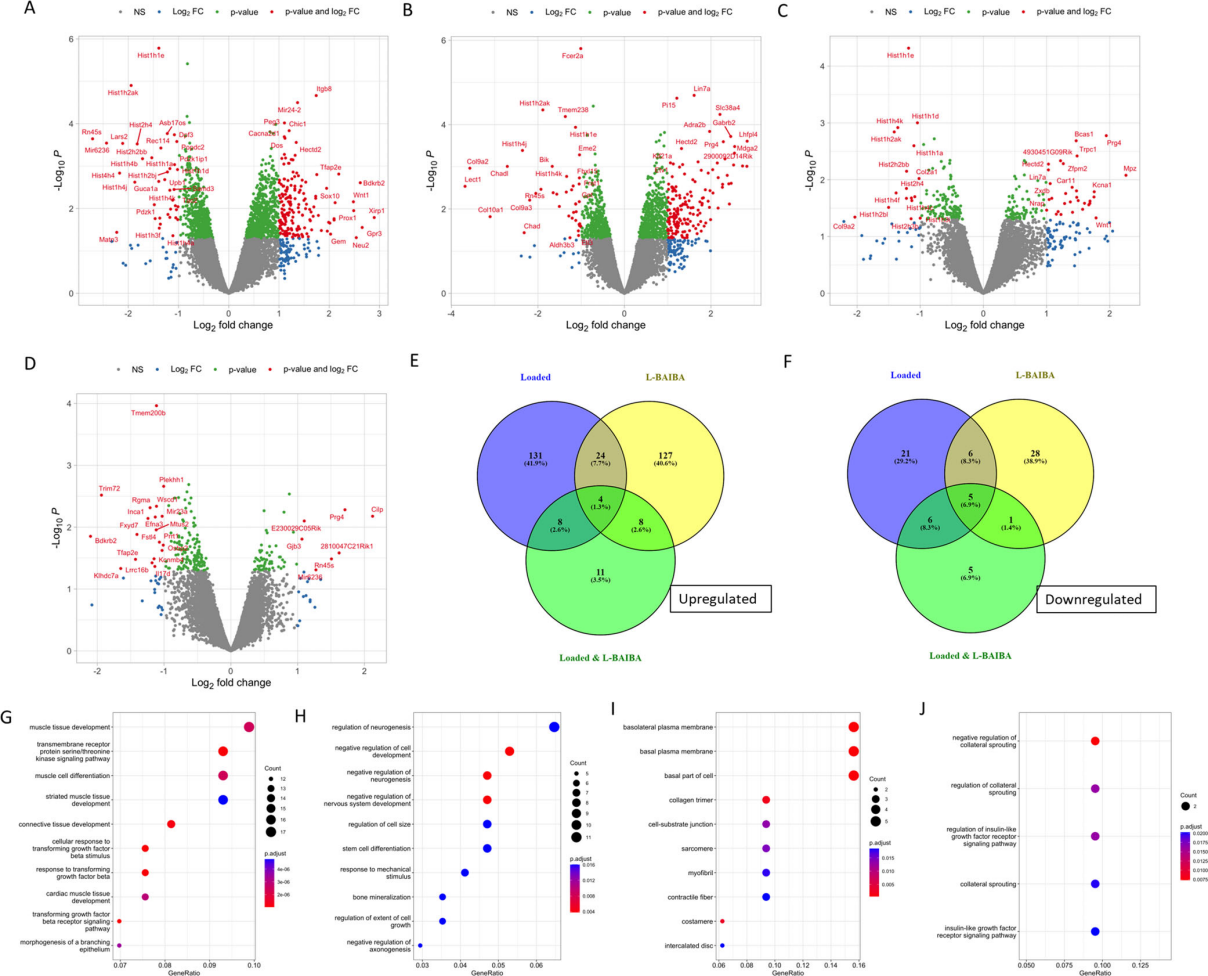
The effects of 2 Weeks of 8.25 N sub‐optimal loading and L‐BAIBA on bone transcriptome. Volcano plots showing significantly regulated genes between (*A*) vehicle‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, (*B*) L‐BAIBA‐treated nonloaded tibiae versus vehicle‐treated nonloaded tibiae, (*C*) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, and (D) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated loaded tibiae (*E*). Venn diagram showing number of significantly upregulated and downregulated (*F*) genes between loaded, L‐BAIBA and loaded, and L‐BAIBA nonloaded groups compared to vehicle‐treated nonloaded tibiae. Gene Ontology (GO) analysis of the significantly regulated genes between (*G*) vehicle‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, (*H*) L‐BAIBA‐treated nonloaded tibiae versus vehicle‐treated nonloaded tibiae, (*I*) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, and (*J*) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated loaded tibiae. *n* = 3.

**Table 1:** Significantly Downregulated Histone Genes in 8.25 N Loaded, L‐BAIBA Nonloaded, or L‐BAIBA and 8.25 N Loaded Tibiae Compared to Vehicle‐Treated Nonloaded Tibiae After 2 Weeks

Loaded	L‐BAIBA Nonloaded	L‐BAIBA and Loaded
Hist1h1a		Hist1h1a
Hist1h1d		Hist1h1d
Hist1h1e	Hist1h1e	Hist1h1e
Hist1h2ak	Hist1h2ak	Hist1h2ak
Hist1h2an		
Hist1h2bb		
Hist1h2bj	Hist1h2bj	
	Hist1h2bk	
		Hist1h2bl
Hist1h2bm		
Hist1h2bn		
Hist1h3c	Hist1h3c	Hist1h3c
Hist1h3f		
		Hist1h3i
Hist1h4a		
Hist1h4b		
Hist1h4c		Hist1h4c
Hist1h4d	Hist1h4d	
Hist1h4f		Hist1h4f
Hist1h4j	Hist1h4j	
Hist1h4k	Hist1h4k	Hist1h4k
Hist2h2bb		Hist2h2bb
		Hist2h3b
Hist2h4	Hist2h4	Hist2h4
Hist4h4		

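B lymphocytes mature in bone marrow and carry *Cd22*, an inhibitory sialic acid receptor of the B cell surface, and *Fcer2a*, the low-affinity receptor for IgE on mature B cells. *Pax5* is the transcription factor that commits a cell to the B lineage.

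Between L-BAIBA nonloaded and vehicle nonloaded tibiae, 388 genes were higher and 58 lower at an unadjusted p under 0.05 and an absolute log2 fold change over 1, together 446. Simulated libraries with no difference between the groups gave a mean of 187 (range 162 to 214). Other splits of the same libraries gave 68 to 759, so the simulated range does not bound what no effect would give. Without vehicle nonloaded replicate 2 the count was 247 and without replicate 3 it was 798, and it was 255 without L-BAIBA nonloaded replicate 1 and 839 without replicate 2. Many of these genes were scarce, with 171 of the 388 higher ones at a mean under 1 CPM and a median of 1.13 CPM, compared with 22.7 CPM over all genes tested. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (smallest 0.54) or in limma with the mouse pool as a block, while DESeq2 and edgeR's likelihood ratio test each gave 2. Regardless of fold change, 836 genes were higher and 601 lower at an unadjusted p under 0.05.

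The smallest p belonged to *Fcer2a*, on chromosome 8 of mm10 from 3681737 to 3694174, with 22.4 ± 2.87 CPM in vehicle nonloaded and 11 ± 1.03 CPM in L-BAIBA nonloaded tibiae (log2 fold change -1.02, standard error 0.17, adjusted p = 0.54). *Cd22*, on chromosome 7 from 30865404 to 30880342, had 49.5 ± 3.71 and 29.7 ± 1.86 CPM (log2 fold change -0.74, standard error 0.14, adjusted p = 0.54). For both genes every L-BAIBA nonloaded library was below every vehicle nonloaded one. Of 15 B lymphoid genes, 14 were lower, with a median of -0.47 (adjusted p = 7.2e-06 from camera, 0.53 with an estimated correlation) and 7 when adjusted over the list alone. *Pax5* had a log2 fold change of -0.81 (standard error 0.26). The call held with each library left out. B lymphoid genes were not alone, since 16 of the 35 lists passed in this comparison at the preset correlation, and not all of them are described.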

Comparison of nonloaded, L‐BAIBA‐treated tibiae with nonloaded vehicle‐treated tibiae, identified 203 significantly regulated genes (Fig. 6*B,E,F* and Supplemental File 1 in Data S1). 

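*Lhfpl4* encodes a tetraspan protein that gathers GABA receptors at inhibitory synapses. *Bnc2* is a zinc finger protein of mesenchymal and fibroblast lineages. *Slc38a4* carries neutral and cationic amino acids with sodium, and *Adgrv1* is a very large adhesion receptor of the inner ear and retina. L-BAIBA is itself a non-proteinogenic amino acid.

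*Lhfpl4*, on chromosome 6 of mm10 from 113168087 to 113195384, had 0.34 ± 0.234 CPM in vehicle nonloaded and 2.51 ± 1.76 CPM in L-BAIBA nonloaded tibiae, a log2 fold change of 2.80 (standard error 0.75, adjusted p = 0.54 from edgeR's quasi-likelihood test). Its L-BAIBA libraries were at 3.7, 0.491 and 3.33 CPM. *Bnc2*, on chromosome 4 from 84272542 to 84675086, had 0.89 ± 0.644 and 5.01 ± 3.03 CPM (log2 fold change 2.51, standard error 0.76, adjusted p = 0.54). *Slc38a4*, on chromosome 15 from 96994823 to 97055956, was less variable, at 0.53 ± 0.29 and 2.38 ± 0.596 CPM (log2 fold change 2.18, standard error 0.56, adjusted p = 0.54). *Adgrv1*, on chromosome 13 from 81095068 to 81633144, had 0.846 ± 0.977 and 4.39 ± 3.52 CPM (log2 fold change 2.44, standard error 0.91, adjusted p = 0.54). Over all comparisons, the lists of amino acid transporters and of BAIBA metabolism and its receptor had medians between -0.23 and 0.25 and passed camera in none (smallest adjusted p = 0.17).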

The most highly upregulated genes included LHFPL tetraspan subfamily member 4 (*Lhfpl4*), basonuclin 2 (*Bnc2*), sodium‐coupled neutral amino acid transporter 4 (Slc38a4), and adhesion G‐protein‐coupled receptor V1 (*Adgrv1*). The neuronal genes neurocan (*Ncan*), lin‐7 homolog A (*Lin7a*), gamma‐aminobutyric acid receptor subunit beta‐2 (*Gabrb2*), MAM domain containing glycosylphosphatidylinositol anchor 2 (*Mdga2*), and microtubule‐associated protein 2 (*Map2*) were upregulated by L‐BAIBA treatment (Figure 6B and Supplemental File 1 in Data S1). Also upregulated by L‐BAIBA treatment were peptidase inhibitor 15 (*Pi15*), proteoglycan 4 (*Prg4*), osteocrin (*Ostn*), and osteoprotegerin (*Tnfrsf11b*). 

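Neurocan is a chondroitin sulfate proteoglycan of the matrix around neurons. LIN7A anchors receptors at synapses, GABRB2 is a subunit of the GABA-A chloride channel, MDGA2 restrains synapse formation and MAP2 binds microtubules in dendrites. *Dcc* is the netrin receptor of growing axons, *Syt1* the calcium sensor of synaptic vesicles, and *Scn3b* and *Scn8a* encode sodium channel subunits.

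*Ncan*, on chromosome 8 of mm10 from 70093085 to 70120844, had 1.06 ± 0.96 CPM in vehicle nonloaded and 4.03 ± 2.53 CPM in L-BAIBA nonloaded tibiae (log2 fold change 1.97, standard error 0.67, adjusted p = 0.54 from edgeR's quasi-likelihood test). *Lin7a*, on chromosome 10 from 107271831 to 107425143, had 2.53 ± 0.675 and 7.67 ± 2.72 CPM (log2 fold change 1.59, standard error 0.35, adjusted p = 0.54). *Gabrb2*, on chromosome 11 from 42419757 to 42632591, had 0.569 ± 0.243 and 3.16 ± 2.13 CPM, with a log2 fold change of 2.43 (standard error 0.64). *Mdga2*, on chromosome 12 from 66466059 to 67222549, had 0.717 ± 0.358 and 4.16 ± 2.73 CPM, with a log2 fold change of 2.52 (standard error 0.69). *Map2*, on chromosome 1 from 66175329 to 66442583, had 1.61 ± 1.3 and 4.08 ± 0.814 CPM, with a log2 fold change of 1.38 (standard error 0.49).

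Of 23 neuronal genes, 20 were higher with L-BAIBA and 3 lower (median 0.55, adjusted p = 3.9e-05 from camera, 0.53 with an estimated correlation), with 8 at an unadjusted p under 0.05 and 1 when adjusted over the list alone. *Dcc* had a log2 fold change of 2.26 (standard error 0.75) and *Syt1* of 2.59 (standard error 0.88). Of 11 voltage-gated sodium channel genes, 8 were higher and 3 lower (median 0.59, adjusted p = 0.0049, 0.53 with an estimated correlation), with *Scn3b* at 2.15 (standard error 0.56) and *Scn8a* at 2.18 (standard error 0.61) and 2 genes when adjusted over the list alone. Both lists were drawn up from the paper's account of these libraries and are not independent evidence, and both calls held with each library left out. Nor are the calls particular to this comparison. Of the 13 comparisons of both experiments, the neuronal list passed in 10 and the sodium channel list in 9, in either direction.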

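PI15 is a secreted trypsin inhibitor. Lubricin, from *Prg4*, coats joint and tendon surfaces. Osteocrin, from *Ostn*, is a peptide of osteoblasts and periosteum that protects C-type natriuretic peptide from clearance. Osteoprotegerin, from *Tnfrsf11b*, is the decoy receptor that keeps RANKL from driving osteoclasts. *Tnmd* marks tendon and ligament cells.

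*Prg4*, on chromosome 1 of mm10 from 150449412 to 150466165, had 3.38 ± 0.816 CPM in vehicle nonloaded and 16.4 ± 11.7 CPM in L-BAIBA nonloaded tibiae (log2 fold change 2.29, standard error 0.63, adjusted p = 0.54 from edgeR's quasi-likelihood test). The L-BAIBA libraries were at 2.96, 23.2 and 23.1 CPM. *Pi15*, on chromosome 1 from 17601901 to 17630939, had 7.65 ± 1.93 and 17.6 ± 1.05 CPM (log2 fold change 1.20, standard error 0.26, adjusted p = 0.54), with the L-BAIBA libraries all above the vehicle ones. *Ostn*, on chromosome 16 from 27307641 to 27351209, had 1.5 ± 0.413 and 3.31 ± 1.41 CPM (log2 fold change 1.13, standard error 0.47, adjusted p = 0.54). *Tnfrsf11b*, on chromosome 15 from 54250619 to 54278484, had 60.8 ± 8.73 and 133 ± 49.3 CPM (log2 fold change 1.12, standard error 0.47, adjusted p = 0.54). Of 12 genes of tendon, synovium and fibrous tissue, 10 were higher (median 0.72, adjusted p = 0.0058 from camera, 0.53 with an estimated correlation), among them *Tnmd* at 1.04 (standard error 0.42), and without L-BAIBA nonloaded replicate 2 the median was 0.48 (adjusted p = 0.13).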

Among the downregulated genes in response to 2 weeks of L‐BAIBA treatment were chondromodulin‐1 (*Lect1*), the collagen subunits *Col9a2*, *Col9a3*, and *Col10a1*, chondroadherin (*Chad*), and chondroadherin‐like (*Chadl*). 

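Chondromodulin-1, from *Lect1*, keeps cartilage free of vessels. Type IX collagen, with chains from *Col9a2* and *Col9a3*, decorates the fibrils of type II collagen, and type X collagen marks hypertrophic chondrocytes of the growth plate. CHAD and CHADL bind collagen in the cartilage matrix. Cartilage at the ends of the tibia is removed with the epiphyses.

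*Col9a2*, on chromosome 4 of mm10 from 121039566 to 121055325, had 15.6 ± 18.3 CPM in vehicle nonloaded and 1.28 ± 0.261 CPM in L-BAIBA nonloaded tibiae (log2 fold change -3.59, standard error 1.18, adjusted p = 0.54 from edgeR's quasi-likelihood test). The vehicle nonloaded libraries stood at 0.733, 36.1 and 9.89 CPM. For *Lect1*, on chromosome 14 from 79637690 to 79662170, they stood at 0.305, 19.5 and 5.67 CPM against 0.658 ± 0.338 CPM with L-BAIBA (log2 fold change -3.81, standard error 1.34, adjusted p = 0.54). *Col9a3* had 10.4 ± 10.2 and 2.21 ± 1.45 CPM (log2 fold change -2.14, standard error 0.81) and *Col10a1* 23.4 ± 22.8 and 2.67 ± 2.17 CPM (log2 fold change -3.06, standard error 1.28). *Chad*, on chromosome 11 from 94565074 to 94569127, had 150 ± 165 and 29.7 ± 24.6 CPM (log2 fold change -2.33, standard error 1.18, adjusted p = 0.54), and *Chadl* 3.75 ± 3.52 and 0.544 ± 0.301 CPM (log2 fold change -2.69, standard error 0.82).

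Of 22 cartilage genes, a list that follows the paper's account of these libraries, 20 were lower (median -0.96, adjusted p = 0.03 from camera, 0.74 with an estimated correlation), with 5 at an unadjusted p under 0.05 and none when adjusted over the list alone. The size of the median rested mainly on vehicle nonloaded replicate 2, without which the call was lost (median -0.19, adjusted p = 0.76). Without vehicle nonloaded replicate 3 the call was also lost (adjusted p = 0.1), but the median was no smaller in size. The call was lost as well without L-BAIBA nonloaded replicate 1 (-0.95, 0.12) or replicate 2 (-0.75, 0.083), with most of the median kept. Where it held, the median was -1.51 without L-BAIBA nonloaded replicate 3, -1.37 without vehicle nonloaded replicate 1 and -0.61 with the mouse pool as a random block.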

Several histone genes were also downregulated by the 2‐week L‐BAIBA treatment (9/40, 23%), although fewer than observed with mechanical loading. 

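Histone mRNA is made in step with DNA synthesis, in which thymidine kinase (*Tk1*) and the MCM helicase subunit MCM3 also take part. In adult cortical bone the dividing cells are mainly those of the marrow and the vessels, since osteocytes do not divide.

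With L-BAIBA alone, 53 of the 56 replication-dependent histone genes were lower and 3 higher, with a median log2 fold change of -0.72 (adjusted p = 3.3e-12 from camera, 0.67 with an estimated correlation). 15 had an unadjusted p under 0.05, 9 passed the fold threshold as well, and 2 passed when adjusted over the list alone. *Hist1h1e* had a log2 fold change of -1.15 (standard error 0.27, adjusted p = 0.54 from edgeR's quasi-likelihood test), *Hist1h2ak* of -1.91 (standard error 0.44, adjusted p = 0.54), *Hist1h4j* of -2.38 (standard error 0.74, adjusted p = 0.54) and *Hist1h2bk* of -1.55 (standard error 0.54, adjusted p = 0.54). All 25 cell cycle genes were lower (median -0.38, adjusted p = 4.4e-06, 0.69 with an estimated correlation), with *Tk1* at -0.81 (standard error 0.24) and *Mcm3* at -0.59 (standard error 0.23). Both calls held with each library left out, but the histone median moved to -1.36 without L-BAIBA nonloaded replicate 1, to -0.44 without replicate 2 and to -1.10 with the mouse pool as a random block. Whether the histone decrease differs between loading alone and L-BAIBA alone was not tested. In the interaction, loading together with L-BAIBA departed from the sum of the separate effects by a median of 0.88 (adjusted p = 1.1e-10, 0.53 with an estimated correlation). The vehicle nonloaded libraries enter the interaction too, so that an unusual level in them alone would also give such a departure.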

Pathways shown to be highly enriched by GO analysis included those associated with negative regulation of neurogenesis and axon development (e.g., GO:0050768; GO:0051961; GO:0050771; GO:0030517), neuronal projection and axon guidance (GO:0007411; GO:0097485), regulation of synapses (GO:0007416; GO:0050808; GO:0051963; GO:0097060; GO:0045211), and bone mineralization (GO:0030282; GO0110148; GO:01110149) (Fig. 6*H* and Supplemental File 2 in Data S1). GO Cellular Component Ontology showed that the differentially expressed genes were enriched for the extracellular matrix (GO:0031012), cell periphery (GO:0071944), intracellular organelles (GO:0043231; GO:0043227; GO:000043229), and synaptic and postsynaptic membranes (GO:0097060; GO:0045211) (Supplemental File 3 in Data S1).

### The transcriptional response to 2 weeks of L‐BAIBA combined with sub‐optimal mechanical loading is lower compared to loading alone or to BAIBA alone

The comparison of loaded and L‐BAIBA‐treated tibiae with nonloaded vehicle‐treated tibiae resulted in relatively few differentially expressed genes^(^ ^48^ ^)^ (Fig. 6*C,E,F* and Supplemental File 1 in Data S1). 

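If loading and L-BAIBA acted on the same genes, their combination would be set against the same vehicle nonloaded tibiae as either alone. The 3 libraries of that group are shared by all 3 comparisons, so that any unusual level in them appears in each.

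With the combination compared with vehicle nonloaded tibiae, 61 genes were higher and 25 lower at an unadjusted p under 0.05 and an absolute log2 fold change over 1, together 86. Simulated libraries without a difference gave a mean of 190 (range 165 to 215), and other splits of the same libraries gave 44 to 453. Leaving out vehicle nonloaded replicate 3 gave 301, L-BAIBA loaded replicate 2 gave 191 and L-BAIBA loaded replicate 3 gave 131, and without L-BAIBA loaded replicate 1 the direction turned, with 27 higher and 34 lower. None passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, its likelihood ratio test, DESeq2 or limma with the mouse pool as a block, and 141 genes were higher and 152 lower at an unadjusted p under 0.05. That balance turns with RLE scaling (168 and 128), DESeq2 (237 and 152), the likelihood ratio test (197 and 160) and the authors' p-values (192 and 158), and without any 1 of the 6 libraries. The smallest unadjusted p values included those of *Pax1*, a transcription factor of the sclerotome, with a log2 fold change of -4.59 (standard error 1.26, adjusted p = 1), and *Naa11*, an N-terminal acetyltransferase, with 3.63 (standard error 1.04, adjusted p = 1). Both are scarce transcripts.

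Of 40 TGFβ and BMP signalling genes, 37 were higher (median 0.30, adjusted p = 1.8e-05 from camera, 0.73 with an estimated correlation), and without L-BAIBA loaded replicate 1 the median was 0.01 (adjusted p = 0.56). Of the cell cycle genes, all 25 were lower (median -0.24, adjusted p = 6.8e-07, 0.73 with an estimated correlation), and without the same library the median was -0.04 (adjusted p = 0.75). At the preset correlation, 13 of the 35 lists passed in this comparison. Erythroid, immediate early, circadian and sodium channel genes were among them, and their medians changed sign without L-BAIBA loaded replicate 1.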

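*Wnt1* signals from osteocytes to osteoblasts through β-catenin, and *Prg4* encodes lubricin. In the libraries of the combined treatment both were set against vehicle nonloaded tibiae.

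*Wnt1* had a mean of 23.2 ± 30 CPM in L-BAIBA loaded tibiae, with a log2 fold change of 1.71 (standard error 0.96, adjusted p = 1 from edgeR's quasi-likelihood test), and its unadjusted p was above 0.05. The 3 L-BAIBA loaded libraries stood at 57.7, 3.98 and 7.86 CPM for *Wnt1*. *Prg4* had 13.1 ± 9.39 CPM, a log2 fold change of 1.96 (standard error 0.62, adjusted p = 1), from libraries at 7.49, 7.78 and 23.9 CPM.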

*Wnt1* was among the most upregulated genes, as was *Prg4*. 

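KCNA1 is a potassium channel of myelinated axons. TRPC1 is a cation channel that several studies place in stretch responses. *Bnc2* belongs to mesenchymal cells and *Lin7a* to synapses and epithelial junctions.

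*Kcna1*, on chromosome 6 of mm10 from 126636463 to 126645801, stood at 19, 2.05 and 4.25 CPM in the 3 L-BAIBA loaded libraries against 2.47 ± 1.37 CPM in vehicle nonloaded tibiae (log2 fold change 1.69, standard error 0.74, adjusted p = 1 from edgeR's quasi-likelihood test). *Trpc1*, on chromosome 9 from 95706629 to 95750358, had 1.44 ± 0.789 CPM in vehicle nonloaded and 4.06 ± 2.4 CPM in L-BAIBA loaded tibiae (log2 fold change 1.48, standard error 0.50, adjusted p = 1). *Bnc2* reached 3.01 ± 2.38 CPM (log2 fold change 1.73, standard error 0.77, adjusted p = 1) and *Lin7a* 5.18 ± 1.26 CPM (log2 fold change 1.03, standard error 0.35, adjusted p = 1). A list of Schwann cell and myelin genes had medians from -0.47 to 0.51 over all comparisons of both experiments and passed camera in none (smallest adjusted p = 0.06).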

Other upregulated genes included myelin protein zero (*Mpz*), potassium voltage‐gated channel subfamily A member 1 (*Kcna1*), *Bnc2*, transient receptor potential canonical 1 (*Trpc1*), and *Lin7a*. 

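Linker histones of the H1 class and core histones of the H2A, H2B, H3 and H4 classes are made chiefly in S phase. Their level in bone depends on the number of dividing cells and on how completely poly(A) selection excludes them.

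With loading and L-BAIBA together, all 56 replication-dependent histone genes were lower than in vehicle nonloaded tibiae, with a median log2 fold change of -0.92 (adjusted p = 1.5e-24 from camera, 0.73 with an estimated correlation). 15 had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone. *Hist1h1d*, a linker histone on chromosome 13 of mm10 from 23555032 to 23555807, had 27.5 ± 4.24 CPM in vehicle nonloaded and 13.2 ± 3.19 CPM in L-BAIBA loaded tibiae (log2 fold change -1.04, standard error 0.30, adjusted p = 1 from edgeR's quasi-likelihood test). *Hist1h4k* had a log2 fold change of -1.36 (standard error 0.39, adjusted p = 1), *Hist1h1a* of -1.10 (standard error 0.34, adjusted p = 1) and *Hist1h2bl* of -1.50 (standard error 0.71, adjusted p = 1). The call held with each library left out.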

The majority of the downregulated genes were linker and core histones (13/17, 76%). 

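*Col2a1* encodes type II collagen, the main fibril of cartilage, and *Col9a2* a chain of the type IX collagen on its surface. Chondrocytes and their remains in calcified cartilage are the usual source of both in a long bone.

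*Col2a1*, on chromosome 15 of mm10 from 97975602 to 98004724, had 793 ± 316 CPM in vehicle nonloaded, 508 ± 212 CPM in vehicle loaded, 452 ± 203 CPM in L-BAIBA nonloaded and 391 ± 57.9 CPM in L-BAIBA loaded tibiae. The combination stood at a log2 fold change of -1.02 (standard error 0.39, adjusted p = 1 from edgeR's quasi-likelihood test). *Col9a2* reached 3.78 ± 0.945 CPM with the combination, a log2 fold change of -2.01 (standard error 1.04, adjusted p = 1), and its unadjusted p was above 0.05. Of 22 cartilage genes, listed from the paper's account of these libraries, 21 were lower (median -1.18, adjusted p = 0.025 from camera, 0.73 with an estimated correlation). The call was lost without vehicle nonloaded replicate 2 (median -0.31, adjusted p = 0.73) or replicate 3 (-1.16, 0.19), and without L-BAIBA loaded replicate 2 (-1.08, 0.18).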

*Col9a2* and *Col2a1* were also significantly downregulated. GO analysis identified pathways enriched for muscle contraction (GO:0043034; GO:0030017; GO:0030016; GO:0043292; GO:0097517), the basal plasma membrane (GO:0016323; GO:0009925; GO:0045178; GO:0016324), cell junctions (GO:0030055; GO:0044291; GO:0005912), and collagen (GO:0005581; GO:0062023; GO:0005583) (Fig. 6*I* and Supplemental File 2 in Data S1). GO Cellular Component Ontology identified the enrichment of genes associated with the nucleosome and chromosome (GO:0000786; GO:0061638; GO:0034506) and the basolateral membrane (GO:0016323; GO:0045178) (Supplemental File 3 in Data S1).

The comparison of tibiae subjected to both L‐BAIBA and load with vehicle‐treated and loaded tibiae also resulted in relatively few differentially expressed genes, with the majority of these being downregulated (19/26) (Fig. 6*D* and Supplemental File 1 in Data S1). 

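Comparing loaded tibiae of L-BAIBA-treated mice with loaded tibiae of vehicle-treated mice holds the loading constant, while mouse pools differ together with the treatment. *Tmem200b* and *Ift122* encode a transmembrane protein of unknown function and a subunit of the transport complex of cilia. *Bmp4*, *Smad5* and *Tyms* stand for BMP signalling and for DNA synthesis.

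Past the p and fold threshold, 8 genes were higher and 30 lower, together 38. Simulated libraries without a difference gave a mean of 187 (range 165 to 208), and other splits of the same libraries gave 16 to 865. The count was 17 without vehicle loaded replicate 2, 114 without vehicle loaded replicate 3 and 305 without L-BAIBA loaded replicate 1, and without L-BAIBA loaded replicate 2 the direction turned, with 17 higher and 9 lower. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test, its likelihood ratio test, DESeq2 or limma with the block, and 55 were higher and 178 lower at an unadjusted p under 0.05. The smallest p belonged to *Tmem200b*, on chromosome 4 of mm10 from 131921771 to 131923140, at 7.84 ± 1.35 CPM in vehicle loaded and 3.68 ± 0.691 CPM in L-BAIBA loaded tibiae (log2 fold change -1.11, standard error 0.26, adjusted p = 1), followed by *Ift122* with a log2 fold change of -0.64 (standard error 0.17, adjusted p = 1).

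Of 40 TGFβ and BMP signalling genes, 38 were lower with the combination than with loading alone (median -0.39, adjusted p = 5.7e-07 from camera, 0.8 with an estimated correlation), with *Bmp4* at -0.47 (standard error 0.22) and *Smad5* at -0.39 (standard error 0.18). All 25 cell cycle genes were higher (median 0.28, adjusted p = 6.9e-07, 0.8 with an estimated correlation), with *Tyms* at 0.45 (standard error 0.21). Without vehicle loaded replicate 2 the medians were -0.14 (adjusted p = 0.18) and 0.14 (0.18), and without L-BAIBA loaded replicate 2 they were -0.17 (0.052) and 0.13 (0.087). These lists were not alone, since 12 of the 35 lists passed in this comparison at the preset correlation, and not all of them are described. From the small number of genes regulated by the combined treatment at 2 weeks, the paper proposes that the changes behind added bone formation may have taken place earlier. It therefore turns to an earlier time point.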

The most highly upregulated genes were *Cilp* and *Prg4*, both extracellular matrix‐associated genes. 

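*Cilp* encodes cartilage intermediate layer protein, a matrix protein that binds TGFβ, found in cartilage, ligament and tendon. Lubricin from *Prg4* lies on the surfaces of the same tissues.

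*Cilp*, on chromosome 9 of mm10 from 65265180 to 65280605, had 0.903 ± 0.454 CPM in vehicle loaded and 3.9 ± 1.62 CPM in L-BAIBA loaded tibiae, a log2 fold change of 2.13 (standard error 0.80, adjusted p = 1 from edgeR's quasi-likelihood test). *Prg4* had 4.02 ± 1.18 CPM in vehicle loaded tibiae, and its log2 fold change with L-BAIBA was 1.71 (standard error 0.61, adjusted p = 1). In the 2-week L-BAIBA nonloaded tibiae *Cilp* was likewise above the vehicle level, with a log2 fold change of 1.65 (standard error 0.74, adjusted p = 0.54).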

Downregulated genes included *Bdkrb2* and transcription factor AP‐2 epsilon (*Tfap2e*), which were significantly regulated by sub‐optimal loading alone. 

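The bradykinin B2 receptor couples to Gq and raises intracellular calcium. AP-2ε, from *Tfap2e*, is a transcription factor of chondrocytes and of the olfactory system.

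*Bdkrb2* had 0.404 ± 0.226 CPM in L-BAIBA loaded tibiae, and its log2 fold change against vehicle loaded tibiae was -2.14 (standard error 0.88, adjusted p = 1 from edgeR's quasi-likelihood test). *Tfap2e*, on chromosome 4 of mm10 from 126716003 to 126736269, had 0.422 ± 0.276 CPM in vehicle nonloaded, 2.04 ± 1.27 CPM in vehicle loaded, 1.13 ± 0.481 CPM in L-BAIBA nonloaded and 0.755 ± 0.3 CPM in L-BAIBA loaded tibiae. The log2 fold change of *Tfap2e* was 2.20 with loading alone (standard error 0.67, adjusted p = 0.47) and -1.44 between the loaded groups (standard error 0.65, adjusted p = 1).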

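Insulin-like growth factors act on osteoblasts and osteocytes through IGF1R, and binding proteins such as IGFBP5 hold them in the bone matrix. The genes of this axis were followed as a list of 10.

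Between the loaded groups of the 2-week experiment, 4 of these genes were higher with L-BAIBA and 6 lower, with a median log2 fold change of -0.06 (adjusted p = 0.43 from camera). Over all comparisons of both experiments its medians lay between -0.26 and 0.30, and it passed camera in none (smallest adjusted p = 0.074).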

The low number of differentially expressed genes resulted in the identification of only five significantly enriched pathways by GO analysis, which involved collateral sprouting (GO:0048671; GO:0048670; GO:0048668) and insulin‐like growth factor receptor signaling (GO:0043567; GO:0048009) (Fig. 6*J* and Supplemental File 2 in Data S1). No significantly enriched localizations were identified by GO Cellular Component Ontology (Supplemental File 3 in Data S1).

### Regulation of bone transcriptome by either a single bout of sub‐optimal mechanical loading or short‐term L‐BAIBA treatment

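A gene regulated by loading alone, by L-BAIBA alone and by their combination can be past the threshold in all 3 comparisons against vehicle nonloaded tibiae, but need not be. In simulated data the threshold caught 49.3%, 47.8% and 56.7% of 2-fold changes in these 3 comparisons. *Fcer2a* and *Cd22* mark B cells, *Hunk* is a kinase of the AMPK family, and *Itgb8* activates latent TGFβ.

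At 2 weeks, 44 genes were higher with loading and also with L-BAIBA and 11 were lower with both. Independent comparisons would share 4.26 and 0.149 genes, but all 3 comparisons share their controls, and simulated libraries with no effect and shared controls, though without shared mouse pools, gave 25.4 and 11.2. Loading and the combination shared 26 higher genes (24.4 simulated) and 11 lower genes (13.1 simulated), and L-BAIBA and the combination 38 (25.4) and 7 (11.2). The simulated lists were not matched in length, with a mean of 93.6 higher genes for L-BAIBA against 388 here. Whether sharing exceeds that of no effect is therefore not settled by these overlaps. Past the threshold in all 3 comparisons were 16 higher and 5 lower genes.

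The interaction asks whether the combination departs from the sum of the separate effects. Past the p and fold threshold, 82 genes lay above that sum and 328 below it, with a mean of 350 in simulated libraries that leave out the sharing of mouse pools, and none had an adjusted p under 0.05 from edgeR's quasi-likelihood test (smallest 0.72). On the unadjusted p alone these were 384 and 644. The count of 410 became 677 without vehicle nonloaded replicate 3, 166 and 770 without vehicle loaded replicates 2 and 3, 632 without L-BAIBA nonloaded replicate 2, and 1354 and 192 without L-BAIBA loaded replicates 1 and 2, and it was 811 with the mouse pool as a block. *Fcer2a* departed by a log2 fold change of 1.21 (standard error 0.24, adjusted p = 0.72), *Cd22* by 0.82 (standard error 0.20), *Itgb8* by -2.41 (standard error 0.53) and *Hunk* by -1.54 (standard error 0.36). In L-BAIBA-treated mice, loaded against nonloaded, 24 genes were higher and 89 lower past the same threshold, together 113, with a mean of 186 in the simulated libraries, which are no measure of what no effect would give where loaded and nonloaded tibiae come from the same mouse pools. The mouse pool gave 232 as a random and 194 as a fixed block, the likelihood ratio test gave 196, and the count was 377 without L-BAIBA nonloaded replicate 2, 271 without L-BAIBA loaded replicate 1 and 71 without L-BAIBA loaded replicate 2. The direction turned without L-BAIBA nonloaded replicate 1, with 52 higher and 42 lower.

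The effect of the combination after a single bout was also compared with its effect after 2 weeks. Past the threshold, 129 genes were higher and 455 lower in that difference, and without vehicle nonloaded replicate 3 of the 2-week experiment these were 979 together. None had an adjusted p under 0.05 from edgeR's quasi-likelihood test (smallest 0.38), 6 had with DESeq2 and 6 with its likelihood ratio test, and at an unadjusted p under 0.05 there were 869 higher and 710 lower genes, a balance that turns with DESeq2 (929 and 941), the likelihood ratio test (847 and 850) and only the groups compared (655 and 739), and without 6 of the 12 libraries in turn (as far as 372 and 557).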

Few genes were regulated by loading combined with L‐BAIBA after 2 weeks of treatment, which suggested that the pro‐anabolic gene expression changes induced by the combined treatment may have already occurred by the 2‐week time point. Therefore, we next assessed the transcriptional changes in the tibiae of mice treated with water (vehicle) or L‐BAIBA and subjected to a single bout of sub‐optimal loading to identify the early transcriptional response. In contrast to the gene regulation observed after 2 weeks of sub‐optimal loading, a single bout of sub‐optimal loading in vehicle‐treated mice resulted in few significantly regulated genes^(^ ^26^ ^)^ compared to vehicle‐treated, nonloaded bone (Fig. 7*A,E–F* and Supplemental File 4 in Data S1). 

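Genes that respond early to loading are read best within hours to days of a single bout. At that time Wnt antagonists such as *Sost* and metabolic enzymes are known to differ between loaded and nonloaded bone. The tibiae of this experiment were taken 24 hours after the bout. The same surface digestion, with its remainder of vessel, nerve and marrow RNA, precedes both experiments.

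The single-bout experiment holds 11 libraries, 3 each of vehicle nonloaded, vehicle loaded and L-BAIBA loaded tibiae and 2 of L-BAIBA nonloaded tibiae. Counts per library ranged from 20674516 to 36731435 (median 25190002) in the vehicle nonloaded group and from 17811949 to 28352670 (median 25117083) in the vehicle loaded group. The 2 L-BAIBA nonloaded libraries had 30621215 and 33310955 counts and the L-BAIBA loaded group 32779499 to 37562527 (median 34130839). Filter, scaling and test were those of the 2-week experiment, and 15500 genes were kept. Each library again pooled the tibiae of 2 mice. A list of genes measured here can hold fewer members than at 2 weeks, because the filter was applied to each experiment separately. Values are CPM after TMM scaling as mean ± SD, over n = 3 libraries or over n = 2 for L-BAIBA nonloaded tibiae.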

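Strained osteocytes release ATP, nitric oxide and prostaglandins and switch on transcription within hours. *Chac1* degrades glutathione under amino acid stress. *Lect1* encodes the cartilage protein chondromodulin-1, *Ier3* and *Egr1* are immediate early genes, and *Dbp* is a circadian transcription factor.

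In vehicle loaded compared with vehicle nonloaded tibiae, 24 genes were higher and 21 lower at an unadjusted p under 0.05 and an absolute log2 fold change over 1, together 45. Simulated libraries without a difference gave a mean of 131 (range 108 to 149), but treat libraries as independent, while 2 mouse pools gave both a loaded and a nonloaded tibia, so they are not what no effect would give here, with or without a block. The count was 122 without vehicle nonloaded replicate 1 (113 higher, 9 lower) and 129 without vehicle loaded replicate 3 (110 and 19), and the direction turned without vehicle loaded replicate 1 (3 higher, 47 lower) and vehicle nonloaded replicates 2 (11 and 29) and 3 (13 and 23), with RLE (17 and 21) and with DESeq2 (21 and 23). With the mouse pool as a block it was 85 as a random (61 higher, 24 lower) and 428 as a fixed effect (406 and 22). No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test, DESeq2 or limma with the block, and 1 had in the likelihood ratio test. Without the fold threshold there were 133 higher and 51 lower genes at an unadjusted p under 0.05, and there were 20 and 100 without vehicle loaded replicate 1 and 25 and 41 without vehicle nonloaded replicate 2.

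*Lect1* went from 1.39 ± 0.387 to 0.327 ± 0.183 CPM (log2 fold change -2.13, standard error 0.45, adjusted p = 1), and *Chac1* had a log2 fold change of -1.07 (standard error 0.27, adjusted p = 1). All 15 immediate early genes were higher (median 0.25, adjusted p = 2.4e-06 from camera, 0.79 with an estimated correlation), with *Egr1* at 0.69 (standard error 0.31) and *Ier3* at 0.50 (standard error 0.22). That call held with each library left out. Of the histone genes, 47 of 52 were lower (median -0.34, adjusted p = 1.0e-12, 0.79 with an estimated correlation), and without vehicle loaded replicate 1 the median was -0.17 (adjusted p = 0.39). The list of ribosomal RNA carryover and short noncoding RNA was lower in 36 of 56 (median -0.16, adjusted p = 1.3e-04, 0.79 with an estimated correlation), a call lost without vehicle nonloaded replicate 3 (median -0.01, adjusted p = 0.068) or vehicle loaded replicate 1 (-0.11, 0.073).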

Upregulated genes in response to loading included the transcription factors Iroquois homeobox 5 and 6 (*Irx5/6*), *Tnfrsf11b*, disheveled binding antagonist of beta catenin 2 (*Dact2*), and thrombospondin 4 (*Thbs4*). 

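IRX5 and IRX6 are homeobox factors, of which IRX5 takes part in craniofacial bone development. DACT2 binds Dishevelled and tunes Wnt and TGFβ signals. Thrombospondin 4 is a matrix glycoprotein of tendon and muscle, and osteoprotegerin restrains osteoclasts. *Mepe* and *Phex* belong to mature osteocytes.

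*Irx5*, on chromosome 8 of mm10 from 92357796 to 92361456, had 42.8 ± 10.6 CPM in vehicle nonloaded and 90 ± 46.2 CPM in vehicle loaded tibiae (log2 fold change 1.07, standard error 0.39, adjusted p = 1 from edgeR's quasi-likelihood test). *Irx6*, on chromosome 8 from 92674289 to 92680956, had 4.8 ± 1.45 and 12 ± 6.09 CPM (log2 fold change 1.32, standard error 0.49, adjusted p = 1). *Tnfrsf11b* had 55.3 ± 18.9 and 121 ± 67.5 CPM (log2 fold change 1.13, standard error 0.50, adjusted p = 1). *Dact2*, on chromosome 17 from 14195230 to 14203831, had 1.19 ± 0.623 and 2.74 ± 0.945 CPM (log2 fold change 1.21, standard error 0.47, adjusted p = 1). *Thbs4*, on chromosome 13 from 92751586 to 92794818, had 19 ± 5.48 and 42.7 ± 37.8 CPM (log2 fold change 1.16, standard error 0.54, adjusted p = 1), with the loaded libraries at 85.7, 27.7 and 14.8 CPM.

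All 10 osteocyte genes were higher after the bout (median 0.73, adjusted p = 5.1e-07 from camera, 0.79 with an estimated correlation), with 2 at an unadjusted p under 0.05 and the call kept with each library left out. *Mepe* had a log2 fold change of 0.97 (standard error 0.42) and *Phex* of 0.89 (standard error 0.47). Of 40 TGFβ and BMP signalling genes, 32 were higher (median 0.30, adjusted p = 5.1e-07, 0.79 with an estimated correlation), with *Tgfb2* at 0.95 (standard error 0.41), and without vehicle loaded replicate 1 the median was 0.10 (adjusted p = 0.27).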

Downregulated genes included the cartilage‐associated extracellular matrix genes aggrecan (*Acan*), cytokine‐like 1 (*Cytl1*), *Col9a2*, and *Prg4*. 

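Aggrecan gives cartilage its resistance to compression, and CYTL1 is a small secreted protein of chondrocytes. *Col9a2*, *Prg4* and *Mia*, a secreted chondrocyte protein, are likewise expressed in cartilage, calcified remnants of which persist inside long bones.

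*Acan*, on chromosome 7 of mm10 from 79053483 to 79115099, had 8.71 ± 5.99 CPM in vehicle nonloaded and 2.05 ± 2.55 CPM in vehicle loaded tibiae (log2 fold change -2.14, standard error 0.99, adjusted p = 1 from edgeR's quasi-likelihood test). *Cytl1*, on chromosome 5 from 37735519 to 37739820, had 5.11 ± 4.46 and 1.24 ± 0.824 CPM (log2 fold change -2.06, standard error 0.80, adjusted p = 1). *Col9a2* had 2.3 ± 0.831 and 0.689 ± 0.807 CPM (log2 fold change -1.82, standard error 0.78, adjusted p = 1). *Prg4* had 7.12 ± 6.58 and 2.92 ± 0.226 CPM (log2 fold change -1.28, standard error 0.53, adjusted p = 1), with vehicle nonloaded libraries at 14.7, 3.6 and 3.06 CPM. Of 22 cartilage genes, listed from the paper's account of these libraries, 17 were lower (median -0.48, adjusted p = 8.2e-09 from camera, 0.79 with an estimated correlation), with 4 at an unadjusted p under 0.05 and 1 when adjusted over the list alone. *Mia* had a log2 fold change of -1.52 (standard error 0.54). The preset call held with each library left out, while the median moved to -0.91 without vehicle loaded replicate 1 and to -0.28 without vehicle loaded replicate 3.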

GO analysis of the differentially expressed genes determined that pathways involved in extracellular matrix organization (GO:1905962) and extracellular structure organization (GO:0043062) were significantly enriched, as was glutamatergic neuron differentiation (GO:1905962) (Fig. 7*G* and Supplemental File 5 in Data S1). GO Cellular Component Ontology showed that the significantly regulated genes were associated with the extracellular matrix (GO:0031012) and external encapsulating structure (GO:0030312) (Supplemental File 6 in Data S1).

**Fig. 7:**
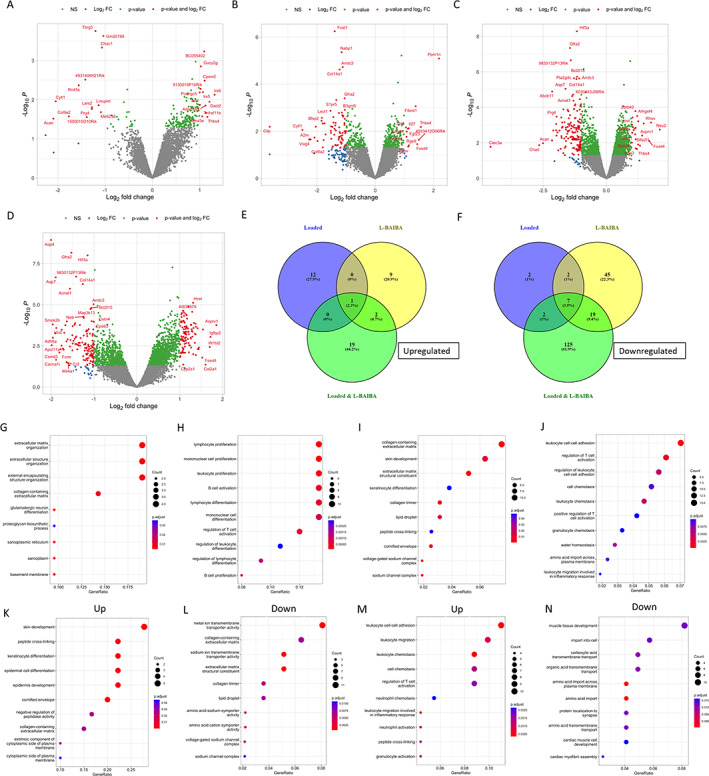
The transcriptional response to a single bout of 8.25 N loading and short‐term L‐BAIBA supplementation. Volcano plots showing significantly regulated genes between (*A*) vehicle‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, (*B*) L‐BAIBA‐treated nonloaded tibiae versus vehicle‐treated nonloaded tibiae, (*C*) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, and (*D*) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated loaded tibiae. (*E*) Venn diagram showing number of significantly upregulated and downregulated (*F*) genes between loaded, L‐BAIBA and loaded, and L‐BAIBA nonloaded groups compared to vehicle‐treated nonloaded tibiae. Gene Ontology (GO) analysis of the significantly regulated genes between (*G*) vehicle‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, (*H*) L‐BAIBA‐treated nonloaded tibiae versus vehicle‐treated nonloaded tibiae, (*I*) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae, and (*J*) L‐BAIBA‐treated loaded tibiae versus vehicle‐treated loaded tibiae. GO analysis of significantly upregulated (*K*) and downregulated (*L*) genes between the L‐BAIBA‐treated loaded tibiae versus vehicle‐treated nonloaded tibiae. (*M*) GO analysis of significantly upregulated and downregulated (*N*) genes between L‐BAIBA‐treated loaded tibiae versus vehicle‐treated loaded tibiae. *n* = 2–3.

Comparison of nonloaded tibiae from vehicle‐treated mice with nonloaded L‐BAIBA‐treated tibiae identified 85 differentially expressed genes (Fig. 7*B,E–F* and Supplemental File 4 in Data S1). 

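*Fosl1* encodes the AP-1 subunit FRA-1, which promotes bone formation when overexpressed. *Blnk*, *Rag1* and *Vpreb3* act in developing B cells of the marrow, and *Cd163*, *C1qa* and *Timd4* mark resident macrophages.

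Between L-BAIBA nonloaded and vehicle nonloaded tibiae, 20 genes were higher and 83 lower at an unadjusted p under 0.05 and an absolute log2 fold change over 1, together 103, with a mean of 171 and a highest value of 194 in simulated libraries without a difference. The count was 48 without L-BAIBA nonloaded replicate 1 and 429 without replicate 2, each of which leaves 1 library in the group, assumed to vary like the others. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test (smallest 0.96) or limma with the block, against 5 with DESeq2 and 4 with the likelihood ratio test. On the unadjusted p alone, 324 genes were higher and 247 lower, while RLE scaling gave 232 and 295, DESeq2 285 and 417, the replicate number as a block 137 and 156, and leaving out vehicle nonloaded replicate 3 gave 167 and 186.

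*Fosl1*, on chromosome 19 of mm10 from 5447698 to 5455938, had 21.3 ± 3.15 CPM in vehicle nonloaded (n = 3) and 8.1 ± 0.672 CPM in L-BAIBA nonloaded tibiae (n = 2), a log2 fold change of -1.39 (standard error 0.25, adjusted p = 0.96). DESeq2 gave *Fosl1* an adjusted p of 0.0024 and edgeR's likelihood ratio test 0.0082.

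All 15 B lymphoid genes were lower (median -1.23, adjusted p = 8.3e-12 from camera, 0.8 with an estimated correlation), with 4 at an unadjusted p under 0.05 and none when adjusted over the list alone. *Blnk* had a log2 fold change of -1.23 (standard error 0.47) and *Rag1* of -1.99 (standard error 0.90). With each library left out in turn the median ranged from -3.49 to -0.50. Monocyte and macrophage genes were lower in 11 of 15 (median -0.57, adjusted p = 6.7e-05, 0.8 with an estimated correlation), with *Cd163* at -1.47 (standard error 0.53) and *C1qa* at -0.67 (standard error 0.25). Both calls held with each library left out. All 17 neutrophil genes were higher (median 0.46, adjusted p = 1.7e-04, 0.8 with an estimated correlation), and without L-BAIBA nonloaded replicate 1 the median was 0.08 (adjusted p = 0.6).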

*Thbs4* was upregulated, similar to the loaded bone. Other upregulated genes included protein phosphatase Mg^2+^/Mn^2+^ dependent 1 N (*Ppm1n*), the transcription factor Forkhead box d4 (*Foxd4*), and fibroblast growth factor 23 (*Fgf23*). 

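PPM1N is a protein phosphatase and FOXD4 a forkhead factor, neither with a settled role in bone. FGF23 is the hormone of osteocytes that lowers phosphate and vitamin D. Thrombospondin 4 belongs to tendon and muscle matrix.

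*Thbs4* had 56.2 ± 1.38 CPM in L-BAIBA nonloaded tibiae (n = 2) and a log2 fold change of 1.57 (standard error 0.58, adjusted p = 0.96 from edgeR's quasi-likelihood test). *Ppm1n*, on chromosome 7 of mm10 from 19276807 to 19280049, had 0.695 ± 0.138 CPM in vehicle nonloaded and 3.16 ± 0.878 CPM in L-BAIBA nonloaded tibiae (log2 fold change 2.19, standard error 0.47, adjusted p = 0.96). *Foxd4*, on chromosome 19 from 24898965 to 24901309, had 0.71 ± 0.417 and 1.96 ± 0.976 CPM (log2 fold change 1.43, standard error 0.68, adjusted p = 0.96), and its unadjusted p was above 0.05. *Fgf23*, on chromosome 6 from 127072902 to 127082296, had 14.9 ± 1.55 CPM in vehicle nonloaded, 18.1 ± 5.28 CPM in vehicle loaded, 32.5 ± 11.9 CPM in L-BAIBA nonloaded and 18.9 ± 9.22 CPM in L-BAIBA loaded tibiae. With L-BAIBA alone its log2 fold change was 1.12 (standard error 0.41, adjusted p = 0.96).

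**Figure D3:**
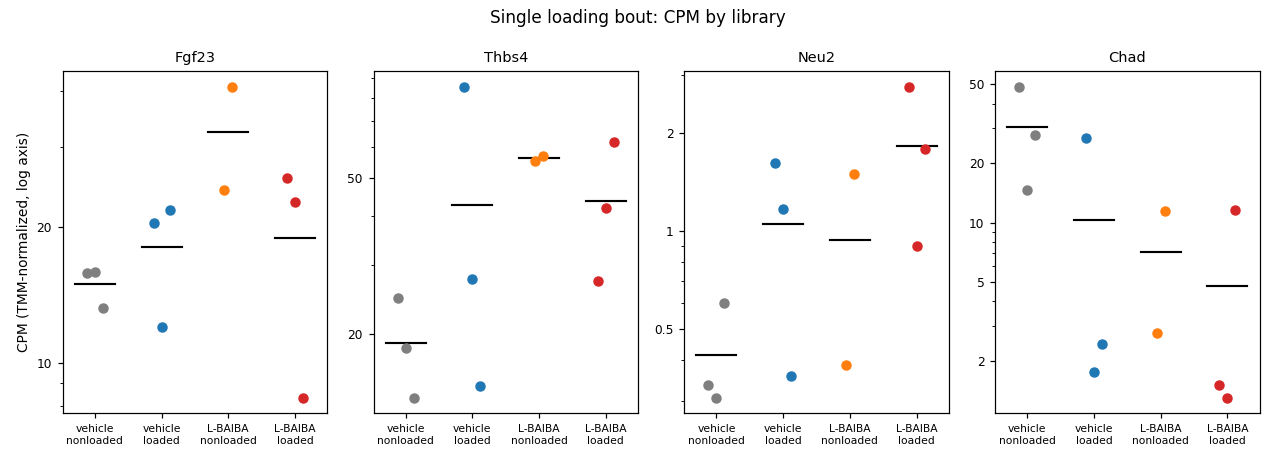
CPM after TMM scaling (log axis) of *Fgf23*, *Thbs4*, *Neu2* and *Chad* in the 4 groups of the single-bout experiment. Points are libraries and lines are means; the 2 L-BAIBA nonloaded libraries lie above the 3 vehicle nonloaded ones for *Fgf23* and *Thbs4*.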

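VSIG4 is a complement receptor of resident macrophages. Alpha-2-macroglobulin is a broad protease inhibitor made by liver and cartilage, and cartilage intermediate layer protein belongs to the matrix of cartilage and tendon.

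*Vsig4*, on chromosome X of mm10 from 96247203 to 96293438, had 1.76 ± 0.871 CPM in vehicle nonloaded (n = 3) and 0.363 ± 0.429 CPM in L-BAIBA nonloaded tibiae (n = 2), a log2 fold change of -2.28 (standard error 1.00, adjusted p = 0.96 from edgeR's quasi-likelihood test). *A2m*, on chromosome 6 from 121636173 to 121679238, had 2.63 ± 2.18 and 0.543 ± 0.22 CPM (log2 fold change -2.25, standard error 1.01, adjusted p = 0.96). *Cilp* passed 0.5 CPM in only 3 of the 11 libraries and was not among the genes tested. Without the filter it had 1.6 ± 2.16 CPM in vehicle nonloaded and 0.125 ± 0.0926 CPM in L-BAIBA nonloaded tibiae, from 5 to 85 counts per vehicle nonloaded library, and a log2 fold change of -3.60 (standard error 1.37, adjusted p = 0.96).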

Downregulated genes included cartilage intermediate layer protein (*Cilp*), V‐set and immunoglobulin domain‐containing 4 (*Vsig4*), and alpha‐2‐macroglobulin (*A2m*). 

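*Cytl1* is a secreted protein that favours chondrocyte differentiation, and *Col9a2* encodes a chain of type IX collagen. *Adipoq* encodes adiponectin, the hormone of mature adipocytes, which lie in marrow beside bone.

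*Cytl1* had 0.897 ± 0.258 CPM in L-BAIBA nonloaded tibiae, a log2 fold change of -2.50 against vehicle nonloaded tibiae (standard error 0.94, adjusted p = 0.96 from edgeR's quasi-likelihood test). *Col9a2* had 0.658 ± 0.551 CPM and a log2 fold change of -1.81 (standard error 0.87, adjusted p = 0.96), with an unadjusted p above 0.05. Of 22 cartilage genes, listed from the paper's account of these libraries, 19 were lower (median -0.95, adjusted p = 2.1e-06 from camera, 0.8 with an estimated correlation). 4 of them had an unadjusted p under 0.05, none passed when adjusted over the list alone, and the call held with each library left out, with a median of -0.62 without vehicle nonloaded replicate 1.

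Collagen genes of all types were lower in 36 of 42 (median -0.36, adjusted p = 2.1e-04, 0.8 with an estimated correlation) and adipocyte genes in 17 of 23 (median -0.54, adjusted p = 0.0018, 0.8 with an estimated correlation), with *Adipoq* at -1.36 (standard error 0.47). Without vehicle nonloaded replicate 1 these medians were -0.20 (adjusted p = 0.053) and -0.08 (adjusted p = 0.14).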

*Cytl1* and *Col9a2* were also downregulated by L‐BAIBA, as was observed in the loaded bone. The most significantly regulated pathways by GO analysis involved immune cell regulation (e.g., GO:0046651; GO:0032953; GO:0070661; GO:0042113), in addition to adenylate cyclase‐activated G protein‐coupled receptor signaling (GO:0007189; GO:0007188; GO:0106072) (Fig. 7*H* and Supplemental File 5 in Data S1). GO Cellular Component Ontology showed highly significant enrichment of genes associated with the collagen‐containing extracellular matrix (GO:0062023), cell periphery (GO:0071944), and external encapsulating structure (GO:0030312) (Supplemental File 6 in Data S1).

### The combination of L‐BAIBA with 24‐hour sub‐optimal loading induces a greater transcriptional response than L‐BAIBA or loading alone

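The tibiae loaded under L-BAIBA and the tibiae given neither share no treatment, so that their difference holds the effect of the bout, of L-BAIBA and of any interplay. *Hif3a* encodes an oxygen-regulated factor that restrains HIF signals, and *Sh3yl1* a lipid-binding adaptor. *Retnlg* and *Mmp9* are made by neutrophils, *Tcirg1* encodes a subunit of the osteoclast proton pump, and *Hemgn* acts in red cell precursors.

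With the combination compared with vehicle nonloaded tibiae, 45 genes were higher and 814 lower at an unadjusted p under 0.05 and an absolute log2 fold change over 1, together 859. Simulated libraries without a difference gave a mean of 126 (range 108 to 155), and other splits of the same libraries gave 36 to 418. The count was 524 without vehicle nonloaded replicate 1, and 198 with CPM over 0.5 in every library, which tests fewer genes. Of the 814 lower genes, 477 had a mean under 1 CPM, and their median was 0.864 CPM compared with 22.3 CPM over all genes tested. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test (smallest 0.23) or limma with the block. DESeq2 gave 130 higher and 221 lower genes and edgeR's likelihood ratio test 24 higher and 233 lower. Regardless of fold change there were 1094 higher and 1487 lower genes at an unadjusted p under 0.05. RLE scaling gave 1283 and 1347 and DESeq2 1509 and 1570, and the balance turns with CPM over 0.5 in every library (999 and 945) and without L-BAIBA loaded replicate 1 (1376 and 1323) or 3 (1397 and 1254).

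The smallest p belonged to *Hif3a*, on chromosome 7 of mm10 from 17030993 to 17062427. It had 8.21 ± 1.15 CPM in vehicle nonloaded, 8.09 ± 0.322 CPM in vehicle loaded, 6.63 ± 0.22 CPM in L-BAIBA nonloaded and 3.64 ± 0.488 CPM in L-BAIBA loaded tibiae, a log2 fold change of -1.17 with the combination (standard error 0.16, adjusted p = 0.23). DESeq2 gave *Hif3a* an adjusted p of 2.0e-07 and edgeR's likelihood ratio test 7.3e-05.

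All 17 neutrophil genes were higher (median 0.72, adjusted p = 3.2e-05 from camera, 0.93 with an estimated correlation), with *Retnlg* at 1.01 (standard error 0.30) and *Mmp9* at 0.83 (standard error 0.26). Ribosomal protein genes were higher in 89 of 95 (median 0.18, adjusted p = 1.4e-07, 0.93 with an estimated correlation), while all 9 erythroid genes were lower (median -0.86, adjusted p = 7.0e-04, 0.93 with an estimated correlation), with *Hemgn* at -0.98 (standard error 0.35). Neuronal genes were lower in 16 of 23 (median -0.49, adjusted p = 0.0019, 0.93 with an estimated correlation). These 4 calls held with each library left out. All 10 osteoclast genes were higher (median 0.42, adjusted p = 0.0091, 0.93 with an estimated correlation), with *Tcirg1* at 0.46 (standard error 0.12), and without L-BAIBA loaded replicate 3 the median was 0.23 (adjusted p = 0.14). All 15 B lymphoid genes were lower (median -0.85, adjusted p = 5.1e-04, 0.93 with an estimated correlation), and without L-BAIBA loaded replicate 2 the median was -0.44 (adjusted p = 0.12).

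Past the p and fold threshold, loading and L-BAIBA shared 3 higher and 10 lower genes, where simulated libraries with shared controls, though without shared mouse pools, gave 16.3 and 9.8. Loading and the combination shared 4 and 12 (simulated 17.8 and 9.5), and L-BAIBA and the combination 8 and 39 (simulated 15.5 and 9.55, and 0.0581 and 4.36 for independent comparisons). The simulated lists were again not matched in length, with a mean of 61.2 lower genes for the combination against 814 here. These overlaps therefore leave open whether sharing exceeds that of no effect. Only in the combination were 35 higher and 771 lower genes past that threshold. The interaction had 12 genes above and 192 below the sum of the separate effects, with a mean of 303 in simulated libraries, again without shared pools, and 76 and 236 genes at an unadjusted p under 0.05 (160 and 66 without vehicle loaded replicate 1), none with an adjusted p under 0.05 from edgeR's quasi-likelihood test. The count of 204 became 105 without vehicle nonloaded replicate 3, 107 and 371 without vehicle loaded replicates 1 and 3, 90 without L-BAIBA nonloaded replicate 1 and 379 without L-BAIBA loaded replicate 3. It was 531 and 869 with the mouse pool as a random and a fixed block, 316 with the likelihood ratio test and 121 with the replicate number as a block.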

Compared with either sub‐optimal loading or L‐BAIBA alone, the combination of loading and L‐BAIBA showed a greater increase in significantly regulated genes versus nonloaded, vehicle‐treated tibiae (175), with the majority of these genes being downregulated (Fig. 7*C,E,F* and Supplemental File 4 in Data S1). 

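Thrombospondin 4 binds collagens and calcium in the matrix of tendon, muscle and bone, and is induced in stretched and injured tissue. It was measured in all 11 libraries of the single-bout experiment.

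*Thbs4* had 43.8 ± 17.4 CPM in L-BAIBA loaded tibiae (n = 3), with a log2 fold change of 1.21 against vehicle nonloaded tibiae (standard error 0.54, adjusted p = 0.29 from edgeR's quasi-likelihood test). The means of the loaded, the L-BAIBA and the combined groups lay within 1 SD of each other, given the SD of the vehicle loaded group.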

As observed for loading alone and for L‐BAIBA alone, the combination resulted in the upregulation of *Thbs4*. *Foxd4* was also increased, similar to L‐BAIBA treatment alone. 

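FOXD4 is a forkhead transcription factor of the early nervous system, present in bone at a low level.

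*Foxd4* had 0.813 ± 0.342 CPM in vehicle loaded and 2.33 ± 1.76 CPM in L-BAIBA loaded tibiae. Its log2 fold change with the combination was 1.67 against vehicle nonloaded tibiae (standard error 0.62, adjusted p = 0.26 from edgeR's quasi-likelihood test).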

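NEU2 is a sialidase, ASPRV1 a protease of the outer epidermis that neutrophils also express, RHOV an atypical small GTPase and ARHGEF4 an exchange factor for RAC1 and CDC42. A gene past a threshold in the combination and not in either treatment alone is not thereby shown to respond differently, so that the interaction is given for each.

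*Neu2* had 0.414 ± 0.161 CPM in vehicle nonloaded, 1.04 ± 0.634 CPM in vehicle loaded, 0.94 ± 0.781 CPM in L-BAIBA nonloaded and 1.82 ± 0.937 CPM in L-BAIBA loaded tibiae. Its log2 fold change was 2.09 with the combination (standard error 0.67, adjusted p = 0.24 from edgeR's quasi-likelihood test), 1.26 with loading (standard error 0.69, adjusted p = 1) and 1.13 with L-BAIBA (standard error 0.74, adjusted p = 0.96), and its interaction was -0.31 (standard error 0.96, adjusted p = 1). *Asprv1*, on chromosome 6 of mm10 from 86628174 to 86629704, had 19.1 ± 4.68, 14 ± 0.946, 37.7 ± 26.5 and 50.6 ± 37.7 CPM in the same order, with 1.41 for the combination (standard error 0.49, adjusted p = 0.25) and an interaction of 0.87 (standard error 0.73, adjusted p = 1). *Rhov*, on chromosome 2 from 119269201 to 119271226, had 0.819 ± 0.213, 1.12 ± 0.164, 1.8 ± 1.37 and 2.79 ± 1.39 CPM, with 1.75 for the combination (standard error 0.50, adjusted p = 0.23) and an interaction of 0.18 (standard error 0.74, adjusted p = 1). *Arhgef4*, on chromosome 1 from 34801722 to 34812754, had 5.12 ± 1.18, 4.94 ± 1.02, 9.86 ± 3.53 and 11.9 ± 4.89 CPM. The combination gave 1.21 (standard error 0.32, adjusted p = 0.23) and L-BAIBA alone 0.95 (standard error 0.35, adjusted p = 0.96), with an interaction of 0.32 (standard error 0.47, adjusted p = 1).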

Genes uniquely upregulated by the combination of loading and L‐BAIBA included neuraminidase 2 (*Neu2*), aspartic peptidase retroviral like 1 (*Asprv1*), ras homolog family member V (*Rhov*), and rho guanine nucleotide exchange factor 4 (*Arhgef4*). *Ctyl1*, *Col9a2*, and *Prg4* showed downregulation by loading and L‐BAIBA similar to that with either treatment alone. 

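*Cytl1*, *Col9a2* and *Prg4* are transcribed in cartilage and at joint surfaces. *Hapln1* encodes the link protein that ties aggrecan to hyaluronan, and *Scrg1* a small protein raised during chondrogenesis of mesenchymal cells.

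*Cytl1* had 1.14 ± 0.715 CPM in L-BAIBA loaded tibiae (log2 fold change -2.14, standard error 0.79, adjusted p = 0.25 from edgeR's quasi-likelihood test). *Col9a2* had 0.515 ± 0.224 CPM (log2 fold change -2.13, standard error 0.77, adjusted p = 0.25) and *Prg4* 1.81 ± 0.22 CPM (log2 fold change -1.96, standard error 0.54, adjusted p = 0.23), and *Prg4* had 1.97 ± 0.937 CPM in L-BAIBA nonloaded tibiae. Of 22 cartilage genes, a list that follows the paper's account of these libraries, 16 were lower (median -1.11, adjusted p = 2.1e-04 from camera, 0.93 with an estimated correlation). 10 lower genes and 1 higher gene had an unadjusted p under 0.05, and 3 passed when adjusted over the list alone. *Hapln1* had a log2 fold change of -1.78 (standard error 0.49) and *Mia* of -2.29 (standard error 0.55), while *Scrg1* was the higher one at 1.15 (standard error 0.41). The preset call held with each library left out.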

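CLEC3A and CHAD are matrix proteins of cartilage. GFRA2 is the receptor for neurturin on sensory and parasympathetic neurons, and collagen XIV binds the surface of type I fibrils in dense connective tissue.

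*Gfra2*, on chromosome 14 of mm10 from 70890107 to 70979840, had 10.4 ± 0.734 CPM in vehicle nonloaded, 11 ± 1.47 CPM in vehicle loaded, 5.02 ± 1.25 CPM in L-BAIBA nonloaded and 3.82 ± 1.31 CPM in L-BAIBA loaded tibiae. Its log2 fold change was -1.44 with the combination (standard error 0.24, adjusted p = 0.23 from edgeR's quasi-likelihood test) and -1.05 with L-BAIBA alone (standard error 0.27, adjusted p = 0.96), and its interaction was -0.48 (standard error 0.35, adjusted p = 1). With the combination, DESeq2 gave *Gfra2* an adjusted p of 9.1e-05 and edgeR's likelihood ratio test 3.4e-04. *Col14a1*, on chromosome 15 from 55307750 to 55520803, had 9.23 ± 1.76, 9.72 ± 1.74, 3.95 ± 0.831 and 4.04 ± 0.766 CPM in the same order. It had -1.19 with the combination (standard error 0.22, adjusted p = 0.23) and -1.22 with L-BAIBA alone (standard error 0.26, adjusted p = 0.96), and an interaction of -0.04 (standard error 0.34, adjusted p = 1). Both genes were thus also past the fold threshold at an unadjusted p under 0.05 with L-BAIBA alone, though not at an adjusted p.

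*Chad* had 30.4 ± 17.2, 10.3 ± 14.2, 7.08 ± 6.1 and 4.81 ± 5.9 CPM, with -2.64 for the combination (standard error 1.13, adjusted p = 0.29) and an interaction of 1.04 (standard error 1.63, adjusted p = 1). *Clec3a*, on chromosome 8 from 114418034 to 114428133, had 12.8 ± 16.4 CPM in vehicle nonloaded tibiae, from libraries at 31.7, 2.49 and 4.11 CPM, and 0.529 ± 0.734 CPM with the combination. The log2 fold change of *Clec3a* was -4.52 (standard error 1.77, adjusted p = 0.27) and its interaction 1.25 (standard error 2.53, adjusted p = 1).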

Uniquely downregulated genes included C‐type lectin domain family three member A (*Clec3a*), chondroadherin (*Chad*), GDNF family receptor alpha 2 (*Gfra2*), and collagen type 14, alpha 1 (*Col14a1*). 

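Perilipins 1 and 4 coat the lipid droplets of adipocytes, CIDEC fuses them and SCD1 desaturates the fatty acids stored in them. *Aqp7* lets glycerol out of adipocytes, *Lep* encodes leptin and *Pnpla2* the lipase that starts lipolysis. Adipocytes fill part of the marrow of adult mice.

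*Plin1*, on chromosome 7 of mm10 from 79721164 to 79732776, had 6.26 ± 5.54 CPM in vehicle nonloaded tibiae, from libraries at 12.7, 3.34 and 2.8 CPM, and 1.99 ± 1.85 CPM in L-BAIBA loaded tibiae (log2 fold change -1.63, standard error 0.70, adjusted p = 0.29 from edgeR's quasi-likelihood test). *Scd1*, on chromosome 19 from 44394450 to 44407709, had 277 ± 188 CPM, from libraries at 493, 182 and 155 CPM, and 95.5 ± 57.6 CPM (log2 fold change -1.53, standard error 0.50, adjusted p = 0.24). *Plin4*, on chromosome 17 from 56100591 to 56109802, had 9.51 ± 10.5 and 3.87 ± 1.71 CPM (log2 fold change -1.28, standard error 0.66, adjusted p = 0.35). *Cidec*, on chromosome 6 from 113424634 to 113435760, had 4.12 ± 4.45 and 1.31 ± 1.35 CPM (log2 fold change -1.62, standard error 0.85, adjusted p = 0.35). The unadjusted p of *Plin4* and of *Cidec* was above 0.05.

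Of 23 adipocyte and lipid droplet genes, a list taken from the paper's account of these libraries, 17 were lower (median -0.50, adjusted p = 0.021 from camera, 0.93 with an estimated correlation), with 2 when adjusted over the list alone. Vehicle nonloaded replicate 1 was the highest library, and without it the median was -0.11 (adjusted p = 0.16). Without L-BAIBA loaded replicate 3 it was -0.32 (adjusted p = 0.14), and without L-BAIBA loaded replicates 1 and 2, where the call held, -0.90 and -0.23. *Aqp7* had a log2 fold change of -1.62 (standard error 0.34), *Lep* of -2.34 (standard error 0.57) and *Pnpla2* of 0.42 (standard error 0.14). Of 16 genes of fatty acid oxidation, 9 were higher and 7 lower (median 0.03, adjusted p = 0.85).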

Several genes associated with lipid metabolism, perilipin 1 and 4 (*Plin1* and *Plin4*), cell death‐inducing DFFA‐like effector C (*Cidec*), and stearoyl‐CoA desaturase 1 (*Scd1*), were also significantly downregulated by the combination of loading and L‐BAIBA (Supplemental File 4 in Data S1). 

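Voltage-gated sodium channels carry the rising phase of action potentials in nerve and muscle. SCN4B is an accessory subunit, and SCN7A a sodium-sensing channel of glia and neurons. *Scn8a* encodes a pore of myelinated axons and *Scn3a* one of developing neurons.

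*Scn4b*, on chromosome 9 of mm10 from 45139042 to 45154061, had 2.18 ± 0.344 CPM in vehicle nonloaded and 1.06 ± 0.522 CPM in L-BAIBA loaded tibiae (log2 fold change -1.02, standard error 0.42, adjusted p = 0.27 from edgeR's quasi-likelihood test). *Scn7a*, on chromosome 2 from 66673426 to 66784910, had 5.87 ± 3.81 and 2.72 ± 1.14 CPM (log2 fold change -1.09, standard error 0.55, adjusted p = 0.34), with an unadjusted p above 0.05. Of 11 sodium channel genes, a list taken from the paper's account of these libraries, 10 were lower (median -1.02, adjusted p = 3.8e-04 from camera, 0.93 with an estimated correlation), 5 at an unadjusted p under 0.05 and 3 when adjusted over the list alone. *Scn8a* had a log2 fold change of -1.30 (standard error 0.38), *Scn3a* of -1.51 (standard error 0.48) and *Scn2b* of -0.93 (standard error 0.29). The preset call held with each library left out.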

There was also downregulation of the voltage‐gated sodium channel subunits beta 4 (*Scnb4*) and alpha 7 (*Scn7a*). GO analysis identified pathways involved in collagen‐containing extracellular matrix (GO:0062023; GO0005201), the formation of lipid droplets (GO:0005811), ion transmembrane transporters (GO:0015081; GO:0046873; GO:0005216), amino acid transport (GO:0005283; GO:0005416; GO:0015179; GO:0015171; GO:0005313; GO:0015172), sodium channels (GO:0034706; GO:0005248; GO:0005272), and cell adhesion (GO:0098632; GO:0050839; GO:0098631) (Fig. 7*I* and Supplemental File 5 in Data S1). GO Cellular Component Ontology determined that the significantly regulated genes were enriched for the cell periphery (GO:0071944), extracellular matrix (GO:0031012), and plasma membrane (GO:0005886) (Supplemental File 6 in Data S1).

To identify genes that may contribute to the synergistic effect of L‐BAIBA on sub‐optimal loading, we next compared the differentially expressed genes between the loaded tibiae from L‐BAIBA‐treated mice and the loaded tibiae from vehicle‐treated mice. Two hundred thirty‐eight genes were significantly regulated (Fig. 7*D* and Supplemental File 4 in Data S1). 

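With the bout of loading held constant, the loaded tibiae of L-BAIBA-treated and vehicle-treated mice differ by the amino acid and, together with it, by the mice pooled. *Capg* caps actin filaments in macrophages and osteoclasts. *Gria1* and *Snap25* are synaptic genes, the first a glutamate receptor subunit and the latter a part of the vesicle fusion machinery.

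In L-BAIBA loaded compared with vehicle loaded tibiae, 130 genes were higher and 795 lower at an unadjusted p under 0.05 and an absolute log2 fold change over 1, together 925. Simulated libraries without a difference gave a mean of 124 (range 102 to 144), and other splits of the same libraries gave 66 to 644. Leaving out any 1 library gave 652 to 1085, and CPM over 0.5 in every library, which tests fewer genes, gave 262. Of the 795 lower genes, 467 had a mean under 1 CPM, and their median was 0.839 CPM. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test (smallest 0.17) or limma with the block. DESeq2 gave 515 higher and 351 lower genes and edgeR's likelihood ratio test 224 higher and 370 lower. With no fold threshold, 1372 genes were higher and 1557 lower at an unadjusted p under 0.05, a balance that turns with RLE scaling (1716 and 1290), DESeq2 (1878 and 1506) and CPM over 0.5 in every library (1274 and 1047), and without vehicle loaded replicate 1 (1604 and 1417), L-BAIBA loaded replicate 1 (1486 and 1377) or L-BAIBA loaded replicate 3 (1724 and 1717).

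*Capg*, on chromosome 6 of mm10 from 72544391 to 72562983, had 82.6 ± 9.14 CPM in vehicle loaded and 147 ± 17.6 CPM in L-BAIBA loaded tibiae (log2 fold change 0.83, standard error 0.12, adjusted p = 0.17). *Hif3a* had a log2 fold change of -1.15 (standard error 0.16, adjusted p = 0.17) and *Sh3yl1*, on chromosome 12 from 30911669 to 30960160, of -0.98 (standard error 0.15, adjusted p = 0.17). Of the neuronal genes, 18 of 23 were lower (median -0.26, adjusted p = 0.004 from camera, 0.9 with an estimated correlation), with *Snap25* at -2.52 (standard error 0.66), and without vehicle loaded replicate 1 the median was -0.14 (adjusted p = 0.16). Histone genes were higher in 38 of 52 (median 0.60, adjusted p = 5.9e-07, 0.9 with an estimated correlation), with *Hist1h2bl* at 2.02 (standard error 0.54), and without vehicle loaded replicate 1 the median was 0.32 (adjusted p = 0.12). Ribosomal protein genes were higher in 86 of 95 (median 0.14, adjusted p = 2.3e-06, 0.9 with an estimated correlation). The paper reasons that genes that differ between these loaded groups may contribute to the synergy of L-BAIBA with sub-optimal loading.

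**Figure D4:**
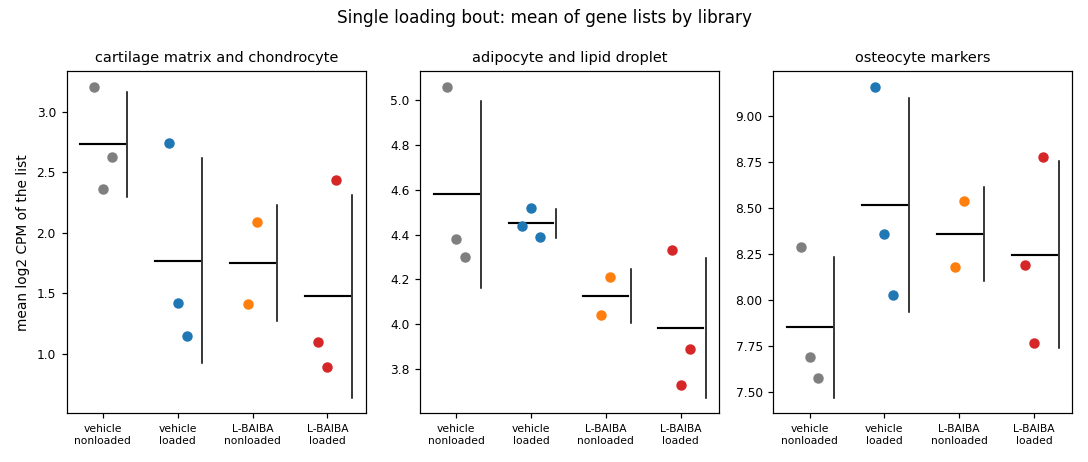
Mean log2 CPM of the cartilage, adipocyte and osteocyte lists in each library of the 4 groups of the single-bout experiment. Points are libraries, horizontal lines are means and whiskers show 1 SD; for the adipocyte list, vehicle nonloaded replicate 1 stands at 5.06 and the other libraries between 3.73 and 4.52.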

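IGFBP2 binds insulin-like growth factors and stimulates osteoblast differentiation. SCRG1 is raised during chondrogenesis, type II collagen is the main collagen of cartilage, ASPRV1 is a protease of epidermis and neutrophils, and FOXD4 is a forkhead factor.

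*Asprv1* had a log2 fold change of 1.85 between L-BAIBA loaded and vehicle loaded tibiae (standard error 0.50, adjusted p = 0.17 from edgeR's quasi-likelihood test). *Igfbp2*, on chromosome 1 of mm10 from 72824480 to 72852471, had 0.719 ± 0.514 CPM in vehicle loaded and 2.31 ± 1.03 CPM in L-BAIBA loaded tibiae (log2 fold change 1.73, standard error 0.51, adjusted p = 0.17). *Scrg1*, on chromosome 8 from 57455923 to 57477585, had 4.89 ± 2.06 and 14.2 ± 7.16 CPM (log2 fold change 1.55, standard error 0.42, adjusted p = 0.17). *Foxd4* had a log2 fold change of 1.53 (standard error 0.63, adjusted p = 0.23). *Col2a1* had 172 ± 25.6 and 523 ± 729 CPM, with the L-BAIBA loaded libraries at 121, 83.5 and 1360 CPM, so that 1 library carried the mean (log2 fold change 1.60, standard error 0.83, adjusted p = 0.32). Its unadjusted p was above 0.05.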

Among the most highly upregulated genes were *Asprv1*, insulin‐like growth factor binding protein 2 (*Igfbp2*), stimulator of chondrogenesis 1 (*Scrg1*), collagen type 2, alpha 1 (*Col2a1*), and *Foxd4*. 

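Aquaporin 4 is the water channel of astrocytes and muscle, and aquaporin 7 lets glycerol leave adipocytes. The apolipoprotein L genes lie in a cluster of close copies on chromosome 15. CACNA1I is the pore of a T-type calcium channel, and GFRA2 the receptor for neurturin.

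*Aqp4*, on chromosome 18 of mm10 from 15389394 to 15410982, had 1.96 ± 0.155 CPM in vehicle nonloaded, 2.85 ± 0.982 CPM in vehicle loaded, 1.71 ± 0.27 CPM in L-BAIBA nonloaded and 0.701 ± 0.0656 CPM in L-BAIBA loaded tibiae. Between the loaded groups its log2 fold change was -2.01 (standard error 0.29, adjusted p = 0.17 from edgeR's quasi-likelihood test), with an interaction of -1.81 (standard error 0.42, adjusted p = 1). For the loaded groups DESeq2 gave *Aqp4* an adjusted p of 9.7e-06 and edgeR's likelihood ratio test 1.7e-05. *Aqp7*, on chromosome 4 from 41033074 to 41048136, had 5.24 ± 1.98 and 1.39 ± 0.379 CPM in the loaded groups (log2 fold change -1.90, standard error 0.34, adjusted p = 0.17), and *Gfra2* a log2 fold change of -1.53 (standard error 0.24, adjusted p = 0.17). *Apol11b*, on chromosome 15 from 77633951 to 77643286, had 227 ± 154 and 80.4 ± 20.8 CPM (log2 fold change -1.50, standard error 0.49, adjusted p = 0.18). *Apol11a*, on chromosome 15 from 77508271 to 77517319, had 28.8 ± 21.1 and 7.26 ± 3.72 CPM (log2 fold change -1.99, standard error 0.68, adjusted p = 0.18), and *Apol10a*, from 77477047 to 77491069, 2.33 ± 1.32 and 0.706 ± 0.189 CPM (log2 fold change -1.73, standard error 0.60, adjusted p = 0.18). Reads that fit more than 1 of these copies were not counted. *Cacna1i*, on chromosome 15 from 80287238 to 80398292, had 8.84 ± 4.62 and 2.39 ± 2.08 CPM (log2 fold change -1.89, standard error 0.81, adjusted p = 0.25). Of 18 voltage-gated calcium channel genes, 12 were lower and 6 higher (median -0.23, adjusted p = 0.63 from camera), and 10 of 11 sodium channel genes were lower (median -0.88, adjusted p = 0.0015, 0.9 with an estimated correlation).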

Downregulated genes included aquaporin 4 and 7 (*Aqp4* and *Aqp7*), *Gfra2*, apolipoprotein L 10a, 11a, and 11b (*Apol10a*, *Apol11a*, and *Apol11b*), and calcium channel, voltage‐dependent, t type, alpha 1i subunit (*Cacna1i*). Many of the significantly enriched pathways identified by GO analysis involved the regulation of immune cells (e.g., GO:0007159; GO:0050863; GO:0050870), which were also enriched by L‐BAIBA treatment alone (Fig. 7*H,J* and Supplemental File 5 in Data S1). 

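Neutrophils are the most abundant granulocytes of mouse marrow and carry *Csf3r*, the receptor for G-CSF, the gelatinase *Mmp9* and the alarmin *S100a8*. *Cr2* is the complement receptor of mature B cells. *Tcirg1* serves the acid pump of osteoclasts.

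All 17 neutrophil genes were higher in L-BAIBA loaded than in vehicle loaded tibiae, with a median log2 fold change of 0.92 (adjusted p = 1.3e-08 from camera, 0.9 with an estimated correlation), 12 at an unadjusted p under 0.05 and 11 when adjusted over the list alone. *Retnlg* had a log2 fold change of 1.29 (standard error 0.30), *Csf3r* of 1.14 (standard error 0.30) and *S100a8* of 1.10 (standard error 0.32). All 10 osteoclast genes were higher (median 0.43, adjusted p = 0.0015, 0.9 with an estimated correlation), with *Tcirg1* at 0.60 (standard error 0.12). Both calls held with each library left out. B lymphoid genes were lower in 14 of 15 (median -0.93, adjusted p = 0.0035, 0.9 with an estimated correlation), none at an unadjusted p under 0.05, with *Cr2* at -1.64 (standard error 0.76), and without L-BAIBA loaded replicate 2 the median was -0.49 (adjusted p = 0.38). Erythroid genes were lower in all 9 (median -0.91, adjusted p = 0.0038, 0.9 with an estimated correlation), a call lost without vehicle loaded replicate 3 (median -0.59, adjusted p = 0.071) or L-BAIBA loaded replicate 3 (-0.71, 0.075).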

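Leukocytes follow chemokines and formylated peptides toward inflamed tissue. *Fpr1* and *Fpr2* are formyl peptide receptors of neutrophils, and *Ccr1* and *Ccr2* are chemokine receptors of neutrophils and monocytes. A list of chemotaxis genes shares such markers with that of neutrophils.

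In L-BAIBA loaded compared with vehicle loaded tibiae after a single bout, 19 of 31 chemotaxis genes were higher and 12 lower (median 0.37, adjusted p = 0.0051 from camera, 0.9 with an estimated correlation). 15 higher and 2 lower genes had an unadjusted p under 0.05, and 12 and 2 passed when adjusted over the list alone. *Fpr2* had a log2 fold change of 1.33 (standard error 0.34), *Fpr1* of 1.38 (standard error 0.37), *Ccr1* of 0.89 (standard error 0.20) and *Ccr2* of 0.79 (standard error 0.22). Without L-BAIBA loaded replicate 1 the median was 0.43 (adjusted p = 0.19). The paper already reports chemotaxis pathways for this comparison, so the list is not independent evidence. For L-BAIBA alone the median of the list was -0.03 (adjusted p = 0.38), and its interaction had a median of 0.41 (adjusted p = 3.2e-06, 0.68 with an estimated correlation).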

Immune cell‐enriched pathways involving chemotaxis and migration (e.g., GO:0030595; 0002523; 0060326; GO:0071621) were also enriched by the combination of loading and L‐BAIBA versus loading alone; however, these pathways were not enriched by L‐BAIBA treatment alone. Other pathways enriched by loading and L‐BAIBA versus loading alone involved water homeostasis (GO:0030104; GO:0050891), amino acid transport (e.g., GO:0089718; GO:0043090; GO:0003333; GO:0006865), regulation of angiogenesis (GO:0045766; GO:1904018; GO:0045765), muscle cell development (GO:0055013; GO:0055006; GO:0055003; GO:0055007), and regulators of cell projections (GO:0031345; GO:0010977) (Supplemental File 5 in Data S1). 

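Amino acid transporters of the SLC families take up neutral, cationic and anionic amino acids. Endothelial genes follow the vessels of bone, and skeletal muscle genes the fibres attached to its surface.

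Between the loaded groups, 10 of 29 amino acid transporter genes were higher with L-BAIBA and 19 lower, with a median log2 fold change of -0.23 (adjusted p = 0.63 from camera). Of 14 endothelial genes, 8 were higher and 6 lower (median 0.02, adjusted p = 0.62). Of 15 skeletal muscle fibre genes, 5 were higher and 10 lower (median -0.21, adjusted p = 0.16), with 1 and 5 at an unadjusted p under 0.05. For each of these 3 lists the test with an estimated correlation gave an adjusted p = 0.9.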

GO Cellular Component Ontology showed that the significantly regulated genes were highly enriched for the plasma membrane (GO:0005886; GO:0005887; GO0031226; GO0016020) (Supplemental File 6 in Data S1).

To further differentiate the pathways that were significantly regulated by loading and L‐BAIBA, we separated the upregulated and downregulated genes and performed GO analysis. 

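Skin genes are scarce in bone, and *Asprv1* is one that neutrophils also express. *Col17a1* encodes the transmembrane collagen that anchors keratinocytes to the basement membrane. Collagens of the fibril, network and transmembrane classes were followed together as 42 genes.

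With the combination after a single bout, 6 of 14 epidermis genes were higher and 8 lower (median -0.36, adjusted p = 0.49 from camera), with 1 higher and 4 lower at an unadjusted p under 0.05. *Col17a1* had a log2 fold change of -1.51 (standard error 0.44). Of the collagens, 14 were higher and 28 lower (median -0.10, adjusted p = 0.0055, 0.93 with an estimated correlation), with 6 lower and none higher at an unadjusted p under 0.05. The call was lost without vehicle nonloaded replicate 1 (median 0.01, adjusted p = 0.14), L-BAIBA loaded replicate 1 (0.00, 0.076) or L-BAIBA loaded replicate 2 (0.13, 0.57).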

The genes upregulated by the combination of loading and L‐BAIBA versus nonloaded, vehicle‐treated bone were associated with skin development (e.g., GO:0043588; GO:0009913; GO:0008544) and collagen matrix (GO:0062023) (Fig. 7*K* and Supplemental File 7 in Data S1), whereas the downregulated genes were strongly enriched for sodium channels (e.g., GO:0001518; GO:0015081; GO:0046873), collagen matrix (GO:0005581; GO:0062023), and lipid droplets (GO:0005811) (Fig. 7*L* and Supplemental File 7 in Data S1). When comparing between loading and L‐BAIBA versus loading and vehicle, the pathways enriched in the upregulated genes were primarily associated with leukocyte migration and chemotaxis (e.g., GO:0007159; GO:0050900; GO:0030595) (Fig. 7*M* and Supplemental File 7 in Data S1). The downregulated genes were associated with muscle development (GO:0060537; GO:0055003; GO:0014706) and amino acid transport (GO:0089718; GO:1903825; GO:1902475) (Fig. 7*N* and Supplemental File 7 in Data S1).

## Discussion

While exercise is known to be important for maintaining musculoskeletal health, the mechanisms whereby exercise exerts these positive effects are not yet fully defined. Recently, myokines—factors secreted by exercised muscle which determine the beneficial effects of exercise on nonmuscle tissue such as brain, liver, and adipose tissue—have also been identified to promote skeletal health.^(^ ^1^, ^37^, ^38^ ^)^ We previously discovered that L‐BAIBA, a metabolite secreted by contracted muscle, protects against unloading‐induced bone and muscle loss.^(^ ^13^ ^)^ In this study, we investigated the role of L‐BAIBA in the response of bone to enhanced mechanical loading and whether L‐BAIBA could potentiate the anabolic effects of sub‐optimal mechanical loading.

Osteocytes are thought to be the main mechanosensory cells within the bone and respond to mechanical signals through the initial release of small molecules such as PGE_2_, ATP, and NO and the later regulation of genes that control the functions of osteoblasts and osteoclasts.^(^ ^39^, ^40^ ^)^ Loading downregulates genes such as *Sost* and Dickkopf‐related protein 1 (*Dkk1*)^(^ ^24^, ^41^ ^)^ and upregulates the expression of Wnt ligands,^(^ ^41^, ^42^ ^)^ resulting in activation of Wnt/β‐catenin signaling. However, while it is known that osteocytes respond directly to mechanical loading, the contribution of myokines in regulating bone formation during loading is less clear. Irisin, a cleaved peptide released from fibronectin type III domain‐containing 5 (FNDC5) in skeletal muscle, has been shown to have beneficial or negative effects on bone mass, partially through regulating mechanosensitive genes such as *Sost*.^(^ ^11^, ^43^ ^)^ The benefits of L‐BAIBA on maintaining bone mass under hindlimb unloading are independent of *Sost*/sclerostin,^(^ ^13^ ^)^ implicating multiple mechanisms by which myokines can influence bone health.

In this study, L‐BAIBA was only detected in the serum of mice given L‐BAIBA in the drinking water and was not detectable in mice given only water. Interestingly, while the treated mice were given the same concentration of L‐BAIBA (100 mg/kg) in their drinking water, the serum L‐BAIBA levels showed a high degree of variability. This could not be accounted for by L‐BAIBA intake, as the water intake was relatively consistent. The metabolism of L‐BAIBA is not fully understood, but it is known to be converted to L‐valine L‐methyl‐malonyl semialdehyde (L‐MMS) by the mitochondrial enzyme 4‐aminobutyrate aminotransferase (ABAT).^(^ ^44^ ^)^ L‐MMS can be further converted to propionyl‐CoA, a component of the citric acid cycle.^(^ ^45^, ^46^ ^)^ There is also a degree of interconversion between the L and D isoforms of BAIBA^(^ ^47^ ^)^; however, the serum levels of D‐BAIBA were not significantly different between the L‐BAIBA‐treated and control mice. Further understanding of how L‐BAIBA is metabolized is essential in order to be able to regulate serum L‐BAIBA levels.

Although we previously showed that L‐BAIBA protects against disuse‐induced muscle loss,^(^ ^13^ ^)^ the effects of L‐BAIBA on healthy muscle was unknown. The increased grip strength in mice treated with L‐BAIBA suggests an autocrine effect of L‐BAIBA on skeletal muscle that can promote muscle strength and function. While L‐BAIBA in osteocytes is known to function through the MRGPRD receptor,^(^ ^13^ ^)^ the mechanisms behind its effects on muscle are not yet known. Interestingly, another exercise‐induced myokine, neurturin, can improve muscle strength and endurance by regulating motor neuron and neuromuscular junction formation and activity.^(^ ^48^, ^49^ ^)^ Future studies will investigate whether the beneficial effects of L‐BAIBA on muscle are mediated through direct signaling in myocytes or via the neuromuscular junction.

Axial tibial loading of mice is a well‐characterized model to mimic the bone formation response to mechanical strain.^(^ ^50^, ^51^ ^)^ To examine whether L‐BAIBA could synergize with mechanical loading to promote bone formation, we applied sub‐optimal loading forces of 7 and 8.25 N. These values are lower than the force required to initiate bone formation in young, skeletally mature male C57Bl/6 mice (9.4 N^(^ ^26^ ^)^), which allowed us to explore the “threshold‐lowering” effects of L‐BAIBA treatment. Two weeks of L‐BAIBA treatment alone did not induce bone formation, suggesting that, unlike in muscle, L‐BAIBA does not affect basal bone homeostasis. The mice receiving either 7 or 8.25 N of loading also did not have significantly increased bone formation compared to nonloaded tibiae, confirming that these load profiles were sub‐threshold stimuli. We observed a high degree of variability in the 8.25 N loaded tibiae, suggesting that this load profile was likely right at the minimum effective strain (MES) threshold (some mice responded, some did not). There was a significant increase in periosteal bone formation in the mice receiving L‐BAIBA supplementation and 8.25 N tibial loading compared to mice receiving 8.25 N loading alone. This strongly suggests an additive effect of L‐BAIBA on sub‐optimal loading. However, the lack of periosteal bone formation in the L‐BAIBA‐treated mice receiving 7 N of loading indicates that a certain threshold of mechanical strain still must be met in order for L‐BAIBA to be effective.

L‐BAIBA is known to regulate important cellular pathways such as fatty acid and glucose metabolism,^(^ ^12^, ^18^ ^)^ inflammation,^(^ ^52^ ^)^ and the response to oxidative stress.^(^ ^13^ ^)^ However, few genes were significantly regulated after 2 weeks of L‐BAIBA and sub‐optimal loading, which was surprising given the increased bone formation response compared with either loading or L‐BAIBA alone. This is likely due to the transcriptional effects of L‐BAIBA and loading being lost after 2 weeks of treatment, as we found that the number of genes significantly regulated 24 hours after a single bout of sub‐optimal loading with L‐BAIBA supplementation was much greater than the number of genes regulated by either loading or L‐BAIBA supplementation alone. This therefore suggests that an early transcriptional response may underlie the increased bone formation due to loading combined with L‐BAIBA. The loading combined with L‐BAIBA treatment showed high enrichment of extracellular matrix pathways, particularly collagen matrix, as well as genes associated with lipid droplet formation and sodium channels. Further analysis showed that these pathway genes were downregulated compared to nonloaded, non‐L‐BAIBA‐treated bones. The decreased expression of the lipid droplet genes *Plin1*, *Plin4*, and *Cidec* suggests reduced lipid storage. This is consistent with the promotion of fatty acid oxidation, a known function of L‐BAIBA in liver,^(^ ^12^ ^)^ and suggests that changes in bone energy metabolism induced by loading and L‐BAIBA may drive new bone formation.

There was also downregulation of genes associated with voltage‐gated sodium channels (VGSCs), including *Scn4b* and *Scn7a*, in the loaded mice treated with L‐BAIBA. The role of VGSCs in bone has been relatively unexplored compared to the well‐described functions of calcium channels. However, it has been shown that blocking VGSC activity in endothelial cells enhanced their response to fluid flow shear stress.^(^ ^53^ ^)^ Furthermore, it was recently reported that siRNA targeting of the VGSC subunit gene *Scn1a* resulted in increased bone mass in a murine model of senescence.^(^ ^54^ ^)^ Downregulation of VGSC genes due to loading and L‐BAIBA may therefore be an early response to promote increased bone formation.

Compared to the 2‐week combined loading and L‐BAIBA treatment, a larger number of genes were regulated by 2 weeks of loading or L‐BAIBA treatment alone, and most of these were upregulated. In the loading group, the upregulation of *Wnt1* and *Wnt10b* is consistent with the known upregulation of these genes in response to mechanical loading^(^ ^41^, ^42^ ^)^ and the essential role that Wnt/β‐catenin signaling plays during mechanosensation and mechanotransduction.^(^ ^55^, ^56^, ^57^ ^)^ TGFβ/BMP signaling pathway genes were also upregulated by loading, including *Bmp2*, which is known to be regulated by mechanical stress.^(^ ^58^ ^)^ Among the other pathways most regulated by loading were several pathways associated with muscle development and differentiation. The expression of muscle genes in bone, and osteocytes in particular, was previously observed,^(^ ^59^, ^60^, ^61^ ^)^ as has regulation of muscle genes in rat bone after mechanical loading.^(^ ^60^ ^)^ However, the function of these muscle genes in nonmuscle tissue remains elusive.

GO pathway analysis showed that 2 weeks of L‐BAIBA supplementation resulted in the regulation of pathways involved in neurogenesis. There is a distinct morphological similarity between the osteocyte network within bone and that of the neuronal network of the brain. Recently, it was shown that there is also a shared transcriptional profile between neurons and osteocytes.^(^ ^62^ ^)^ The BAIBA receptor Mas‐related G protein‐coupled receptor type D (MRGPRD) is known to be expressed by sensory neurons,^(^ ^63^ ^)^ and bone is highly innervated,^(^ ^64^ ^)^ and this receptor was shown to be responsible for the effects of L‐BAIBA on bone.^(^ ^13^ ^)^ Therefore, future studies will be required to determine whether L‐BAIBA modulates neuronal genes in osteocytes or neurons within bone. There was a highly significant enrichment of lymphocyte‐associated pathways in response to short‐term L‐BAIBA, although the function of these pathways in bone is not yet clear. Several of the genes identified in these pathways have well‐known roles in bone cells, including the Wnt signaling regulator *Lef1* ^(^ ^65^, ^66^ ^)^ and the anti‐inflammatory cytokine *Il‐27*, which is induced in osteoblast and osteocytes during bone remodeling^(^ ^67^ ^)^ and protects against bone loss.^(^ ^68^ ^)^

One of the most striking observations of this study was the downregulation of histone genes in response to 2 weeks of loading in the vehicle‐treated mice. Downregulation of histones was also seen in the L‐BAIBA‐treated mice, although to a lesser extent. While histone modifications have been extensively studied in bone,^(^ ^69^, ^70^, ^71^ ^)^ regulation of histone gene expression has not been reported. The reason for this downregulation is not yet clear, but the reduced histones may allow for chromatin unraveling and the subsequent binding of transcription factors to promote gene transcription. It was recently shown that mechanical stretching of mesenchymal stem cells resulted in increased chromatin accessibility and that these open chromatin regions were associated with binding sites for genes regulating ossification, Wnt and TGFβ signaling.^(^ ^72^ ^)^ A similar effect may be occurring in the loaded bone to allow for activation of these important bone anabolic pathways.

While our findings suggest an important function for L‐BAIBA in potentiating the effects of mechanical loading on bone formation, there are limitations to the study. The serum L‐BAIBA concentrations and bone formation response to L‐BAIBA were variable between animals and such variability may have limited the identification of significantly regulated genes and pathways in the transcriptomics analysis. The experiments were also only performed on young adult male mice. Future studies identifying how sex and age affect the response of bone to mechanical loading and L‐BAIBA treatment are essential to further our understanding of bone and muscle crosstalk during exercise.

In summary, we have shown that an exercise‐induced myokine, L‐BAIBA, can synergize with sub‐optimal mechanical loading to promote new bone formation. This has important implications for the crosstalk between bone and muscle during exercise. L‐BAIBA may be a novel therapeutic strategy to enhance the effects of exercise on both bone and muscle health and to amplify the effects of sub‐optimal resistance exercise in sedentary or immobilized individuals and with space flight.

## Author Contributions

**Matt Prideaux:** Data curation; formal analysis; investigation; visualization; writing – original draft; writing – review and editing. **Alberto Smargiassi:** Data curation; formal analysis; investigation; validation; visualization; writing – review and editing. **Gang Peng:** Data curation; formal analysis; investigation; methodology; visualization; writing – review and editing. **Marco Brotto:** Investigation; methodology; resources; writing – review and editing. **Alexander G. Robling:** Methodology; resources; writing – review and editing. **Lynda F. Bonewald:** Conceptualization; funding acquisition; project administration; resources; supervision; writing – original draft; writing – review and editing.

## Conflict of Interest

The authors declare that they have no conflicts of interest.

### Peer Review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/jbm4.10746.

## Supporting information

**Data S1.**Supporting Information.

## Data Availability

The RNA‐seq data from this study are openly available from Gene Expression Omnibus (GEO; GSE214582) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214582. All other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: L‐BAIBA Synergizes with Sub‐Optimal Mechanical Loading to Promote New Bone Formation
**Source:** JBMR Plus. 2023 Apr 24;7(6):e10746. doi: 10.1002/jbm4.10746
**Supplement:** Supplementary file 1 — Data S1.Supporting Information.

The Supplemental Files containing the differentially expressed genes and GO pathway analysis have been deposited at Mendeley Data and are available at <http://dx.doi.org/10.17632/7ncthkxw26.1>.

How the deposited data were processed for this re-analysis (not part of the article)

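Poly(A) RNA from flushed and digested tibiae of male mice aged 5 months was sequenced in 2 experiments. In the 2-week experiment there were 12 libraries, 3 from each of vehicle nonloaded, vehicle loaded, L-BAIBA nonloaded and L-BAIBA loaded tibiae. In the single-bout experiment there were 11 libraries, with 2 instead of 3 in the L-BAIBA nonloaded group. Each library pooled the same-side tibia of 2 mice, so some loaded and nonloaded libraries of a treatment come from the same 2 mice. Loads were 8.25 N and L-BAIBA was given at 100 mg per kg per day. The single-bout mice were treated for 5 days before loading, and tibiae were taken 24 hours after the last loading.

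The deposited counts were made by the authors by aligning the reads to mm10 with STAR 2.5.2b and counting uniquely mapped fragments per refSeq gene with featureCounts (Subread 1.5.1), in reverse-stranded paired mode with a mapping quality of at least 10, according to the submitters' notes. Reads of nearly identical genes, such as the replication-dependent histones, *Bmp8a* and *Bmp8b*, and the *Apol* family, are counted only where they map to one place. The deposited tables hold 15962 genes (2-week) and 15762 genes (single-bout), of which 15492 are in both. The authors kept genes by CPM over 0.5, and each gene in the tables passes this in at least 3 libraries. The log2 fold changes deposited beside the counts were made by the authors with edgeR after TMM normalization. The p-values deposited with them are unadjusted values and Benjamini-Hochberg adjusted values (FDR) by the authors. The edgeR version and the test behind these p-values are not given in the sources used here. Over the genes kept here, the rank correlation of the authors' p-values with those of edgeR's likelihood ratio test was 0.990 to 1.000, and with those of the quasi-likelihood test 0.985 to 0.995. The 23 deposited columns of log2 normalized values per sample and the exon length column, in bases, were not used here.

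Counts assigned to genes ranged from 6368289 to 18318951 per 2-week library and from 17811949 to 37562527 per single-bout library. All values were computed from the deposited counts in R 4.3.3. Genes with CPM over 0.5 in at least 4 libraries of an experiment were kept, 15576 in the 2-week and 15500 in the single-bout experiment, and 15188 for comparing both. Libraries were scaled by TMM. The groups of an experiment were fitted together with edgeR 4.0.16 (estimated dispersions, quasi-likelihood F test, default settings), and p values were adjusted by Benjamini-Hochberg over the genes tested. Log2 fold changes are given with standard errors from the fit. CPM values per group are means ± SD over libraries, with one value per library where a group is discussed library by library. A fold change of a gene with a group at 0 counts depends on the prior count of the fit.

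For each experiment the comparisons were loading alone (vehicle loaded against vehicle nonloaded), L-BAIBA alone (L-BAIBA nonloaded against vehicle nonloaded), the combination (L-BAIBA loaded against vehicle nonloaded), the combination against loading (L-BAIBA loaded against vehicle loaded), the interaction of loading and L-BAIBA, and loading within L-BAIBA-treated mice. The last comparison set the combination after a single bout against the combination after 2 weeks, as a difference of differences, so there were 13 comparisons. The vehicle nonloaded libraries are shared by the first 3 comparisons, so these are not independent. Genes were counted at an unadjusted p under 0.05 and an absolute log2 fold change over 1, and at an adjusted p under 0.05. Beside the counts stand those of 20 simulated sets of libraries with the dispersions of the data and no difference between groups. These treat libraries as independent, so they are no null for comparisons of loaded with nonloaded tibiae of the same mouse pools, nor for fits with a block. Where 3 libraries were compared with 3, other splits of the same libraries gave wider ranges than the simulated sets. The simulated counts therefore do not bound what no effect would give. Overlaps of calls were set beside the overlap of independent lists and that of simulated unchanged groups with a shared control. The simulated lists were not matched in length to the real ones, so they do not show whether sharing exceeds that of no effect.

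In all, 35 lists of genes, fixed before the data were examined, were tested with camera from limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Some lists cover themes that the paper reports from these libraries. Of 455 list tests, 151 passed an adjusted p under 0.05 at the preset correlation, 155 with the mouse pool as a random block, and 0 with a correlation estimated from the libraries (smallest adjusted p = 0.33). The following lists passed in no comparison at the preset correlation. Over the 13 comparisons, medians of the log2 fold change lay from -0.41 to 0.30 for osteoblast and bone matrix (smallest adjusted p = 0.083), -0.12 to 0.15 for fatty acid oxidation (0.09), -0.44 to 0.22 for voltage-gated calcium channels (0.072), -0.39 to 0.25 for skeletal muscle fibre (0.064), -0.47 to 0.51 for Schwann cell and myelin (0.06), -0.49 to 0.35 for epidermis (0.057), -0.23 to 0.10 for amino acid transporters (0.37), -0.16 to 0.25 for BAIBA metabolism and receptor (0.17) and -0.26 to 0.30 for the IGF axis (0.074).

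Genes were chosen for the text by a rule written before the data were examined. It takes every gene that the paper's results text or Table 1 names for a comparison, whose values in the paper's tables had been seen. It also takes, for each comparison, the 10 largest positive and the 10 largest negative log2 fold changes among genes at an adjusted p under 0.05 with a mean CPM of at least 1, or the 5 genes with the smallest p where fewer than 5 pass. From each list described, up to 4 members with the smallest p are named. Genes named outside this rule were chosen after their values were seen. A few genes that the rule chose are not reported here.

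The mouse pools were checked for pairing. After removing group means, same-pool libraries correlated at 0.16 to 0.56 (5 pairs, median 0.30) in the 2-week experiment and at 0.16 to 0.47 (4 pairs, median 0.32) in the single-bout experiment, against medians of -0.01 and -0.09 for libraries of other pools. Libraries with the same replicate number in the sample labels had medians of 0.13 and -0.22. The consensus correlation within pools was 0.44 and 0.41.

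The alternatives were relative log expression (RLE) size factors, DESeq2 1.42.0 (Wald test), edgeR's likelihood ratio test, no filter on low counts, a fit of only the groups compared, the mouse pool as a random block (limma-voom) or a fixed block, the replicate number as a fixed block, an absolute log2 fold change over 2, and each library of the compared groups left out in turn. Where leaving out 1 library left a group with 1, that library was assumed to vary like the others in the fit. For the lists, RLE, the random block, the estimated correlation and each library left out were run. CPM over 0.5 in every library and the authors' deposited p-values over the genes kept were added after the data were seen.

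The tests were run on simulated data in which 200 genes were changed by 2-, 4- or 8-fold. At an adjusted p under 0.05, the quasi-likelihood test recovered 25.4%, 74.6% and 89.4% of them for 2-week loading alone, 64.2%, 94% and 90.9% for single-bout loading alone, and 52.2%, 88.1% and 95.5% for the single-bout combination. For 2-week loading, of 15376 unchanged genes it called 4, edgeR's likelihood ratio test 37 and DESeq2 30. Those other tests and the pool blocks were simulated for loading alone only. The simulated libraries were independent, without the correlation within mouse pools, so recovery from the real libraries can be lower. The pathway enrichment of the paper, its bone measurements and its muscle data were not analysed here.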

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

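The test of fewer dividing cells was chosen after the result was seen. The other tests below were set before.

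The lists named in the next 4 paragraphs are those whose call at the preset correlation held with RLE, with the mouse pool as a random block and without any 1 library.

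In the 2-week experiment, the effect of loading was compared between L-BAIBA-treated and vehicle-treated mice, by a test of the difference itself. It passed for 16 lists at the preset correlation, and for 11 of them the call held in those settings. The values for these 11 are the median log2 difference of a list's genes (effect with L-BAIBA minus effect with vehicle), its adjusted p at the preset correlation and the highest adjusted p without 1 library. They were 0.88 for replication-dependent histones (1.1e-10, 5.5e-05), 0.70 for cell cycle (1.1e-10, 7.6e-08), -1.01 for osteocyte markers (4.4e-04, 0.0028), -0.70 for TGFb and BMP signalling (5.4e-10, 2.8e-07), -0.95 for genes known to rise with tibial loading (6.7e-04, 0.017), 0.84 for erythroid genes (6.9e-04, 0.017), 0.52 for B lymphoid genes (2.9e-04, 0.023), 0.47 for neutrophil and granulocyte genes (5.2e-04, 0.01), -0.61 for neuronal, synapse and axon guidance genes (2.5e-04, 0.0066), -0.76 for immediate early and stress genes (0.0015, 0.035) and -0.70 for circadian clock genes (5.2e-04, 0.0059). With an estimated correlation none of them passed (adjusted p 0.53 to 0.59). Erythroid, B lymphoid and neutrophil genes were positive and osteocyte markers negative. The share of residual marrow in each library was not measured, so the 11 lists need not differ separately. The vehicle nonloaded libraries enter the difference in the effect of loading too, and an unusual level in them alone would give one. Against them, histones had medians of -0.96, -0.72 and -0.92 with loading, L-BAIBA and the combination, and cell cycle genes -0.52, -0.38 and -0.24. Leaving out 1 of these libraries at a time cannot exclude this. Past the p and fold threshold this difference counted 410 genes, as many as in 12 of 40 regroupings of the libraries, the real one included (highest other 1698). These regroupings shuffle libraries without regard to the mouse pools that loaded and nonloaded tibiae share, so that they leave open whether chance gives such a count, and with the pool as a random block it was 811. At an adjusted p under 0.05 the real count was 0 (highest other 1219), which all 40 reach by construction.

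In the single-bout experiment the same difference passed for 14 lists, and for 3 of them the call held in those settings. It was 0.45 for replication-dependent histones (6.8e-11, 0.024), 0.11 for ribosomal proteins (5.7e-06, 0.0025) and 0.41 for leukocyte chemotaxis (3.2e-06, 0.017). With an estimated correlation their adjusted p was 0.68.

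Between the 2 experiments, the test of the combination's effect after a single bout minus that after 2 weeks passed for 6 lists. For 5 of them the call held in those settings. It was 1.05 for replication-dependent histones (7.3e-09, 2.2e-05), -1.32 for voltage-gated sodium channels (1.3e-05, 0.0011), 0.85 for neutrophil and granulocyte genes (1.0e-06, 0.0011), -0.74 for neuronal, synapse and axon guidance genes (2.0e-04, 0.01) and 0.34 for ribosomal proteins (1.0e-06, 0.0026). With an estimated correlation their adjusted p was 0.33 to 0.88. The experiments also differ in duration, treatment and sequencing, which the design does not separate. Past the p and fold threshold it counted 584 genes, as many as in 4 of 40 regroupings (highest other 940), so that chance is not excluded. At an adjusted p the real count was 0 (highest other 1), which all 40 reach by construction.

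The text of the paper does not discuss loading within L-BAIBA-treated mice, a comparison that the authors' deposited tables hold. It passed for 2 lists after 2 weeks and 9 after a single bout. The call held in those settings for 1 of each, B lymphoid genes after 2 weeks, with a median of 0.24 (1.4e-06, highest without 1 library 0.0081), and ribosomal proteins after a single bout, with 0.15 (3.4e-11, 5.0e-05). Their adjusted p with an estimated correlation was 0.94 and 0.77.

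Among the genes past the p and fold threshold with the single-bout combination, 814 of 859 were lower. One L-BAIBA loaded library does not carry this, since leaving out any of the 3 left at least 674 lower genes, and without vehicle nonloaded replicate 1 there were 462. Fewer background reads may contribute, since 71 genes of receptors of smell and taste, defensins, keratin-associated proteins and liver (median CPM 0.99), chosen as genes that bone does not express, had a median of -0.73 with 51 lower, outside the -0.41 to -0.03 of random lists of matched abundance. The scaling cannot be told apart from the group, because RLE left 775 lower genes but moved the median of all genes by only 0.02, both scalings taking most genes as unchanged. With L-BAIBA alone after 2 weeks, where 388 of 446 genes were higher, the same panel had a median of 0.39 (random lists 0.01 to 0.43) and 159 higher genes were left without L-BAIBA nonloaded replicate 1, so that neither background nor a single library can be told apart from treatment, and in both experiments a response to L-BAIBA stays open.

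In 2-week tibiae, histone transcripts were lower than in vehicle nonloaded tibiae in all 3 other groups. For carryover of RNA without a poly(A) tail, the noncoding list had medians of -0.08, -0.15 and -0.20, above the -0.25 set before as the limit against it. Without 1 library they went down to -0.22, -0.46 and -0.24, so that L-BAIBA alone passed that limit. *Rn45s*, the ribosomal RNA precursor in the list, fell by 2.70, 2.07 and 1.21 on the log2 scale (standard errors 0.77, 0.75 and 0.73). A decrease across the list was thus not seen with all libraries, but carryover stays open, because *Rn45s* and the list's median go apart. Fewer dividing cells could account for a part, since cell cycle medians were 0.54, 0.53 and 0.26 of the histone medians in the 3 groups, and they cannot be told apart from a change of histone transcripts alone, because the list means differed by -0.28, -0.36 and -0.48, each with a standard error of 0.46. Nor can the 3 shared vehicle nonloaded libraries be told apart from the effects of loading and L-BAIBA, since every comparison uses them and, without replicate 2, the median moved to -0.51 with L-BAIBA alone. Loading and L-BAIBA stay open as biological explanations.

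Cartilage transcripts were lower than in vehicle nonloaded tibiae in several groups. They also varied within groups, with an SD of the list's mean log2 CPM of 1.71, 1.08, 0.45 and 0.19 in 2-week vehicle nonloaded, vehicle loaded, L-BAIBA nonloaded and L-BAIBA loaded libraries, and of 0.43, 0.85, 0.48 and 0.84 in those groups after a single bout. After removing group means, *Acan* correlated with the list's mean at 0.94 and 0.99, *Col2a1* at 0.75 and 0.56, and *Comp* at 0.51 and 0.63 in the 2 experiments. Each of these genes is itself a member of the list, so that a part of each correlation is built in. Uneven carryover of cartilage at dissection is a candidate explanation that these values fit. An effect of loading or L-BAIBA on cartilage genes stays open beside it.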

How the results depend on the processing

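CPM over 0.5 in every library and the authors' deposited p-values were chosen after the data were seen. All other alternatives were set before, and all of them were run. Where a count or a call changed, the cause was not tested, apart from fewer genes or libraries tested.

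Counts are of genes at an unadjusted p under 0.05 and an absolute log2 fold change over 1, unless said otherwise. Of the 8 counts for the comparisons that the paper reports, none moved by over 1.5 times with RLE, no filter or the replicate number as a block. With an absolute log2 fold change over 2, the 2-week counts were 24 (loading alone), 212 (L-BAIBA alone), 29 (combination) and 8 (combination against loading), and the single-bout counts 3, 12, 187 and 189. With CPM over 0.5 in every library, which tests fewer genes, they were 147, 32 and 14 for the last 3 of the 2-week comparisons and 21, 54, 198 and 262 for the single-bout ones. The 2-week combination gave 131 with DESeq2, 156 with the likelihood ratio test and 151 with the authors' p-values. The 2-week combination against loading gave 70 with the likelihood ratio test, 67 with the authors' p-values and 69 from only the groups compared. Loading alone, whose libraries share mouse pools, gave 356 (2-week) and 85 (single-bout) with the pool as a random block and 331 and 428 as a fixed block. The random pool block moved none of the other 6 reported counts, and the fixed block was not run for them. Beyond these 8, the random block moved the 2-week interaction to 811, the single-bout interaction to 531 and 2-week loading in L-BAIBA-treated mice to 232, the fixed block moved the last 2 to 869 and 194, and the replicate number as a block moved the single-bout interaction to 121 and single-bout loading in L-BAIBA-treated mice to 181.

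At an adjusted p under 0.05, the quasi-likelihood test called no gene in any of the 13 comparisons with all libraries. In the comparisons each was run for, it called none with RLE, no filter, CPM over 0.5 in every library, only the groups compared, the replicate number as a block or the pool as a fixed block (run only for loading alone, loading in L-BAIBA-treated mice and the interaction), and limma-voom with the pool as a random block called none. At an unadjusted p alone it called 1583 genes for 2-week loading, as one example. DESeq2, the likelihood ratio test and the authors' p-values called 351, 257 and 248 genes for the single-bout combination, 866, 594 and 571 for the single-bout combination against loading, 5, 4 and 4 for single-bout L-BAIBA alone, 2, 2 and 2 for loading in L-BAIBA-treated mice after a single bout, 2, 2 and 2 for 2-week loading, and 2, 2 and 1 for 2-week L-BAIBA alone. DESeq2 and the likelihood ratio test called 6 and 6 genes for the combination after a single bout against 2 weeks, and the likelihood ratio test 1 for single-bout loading.

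Leaving out 1 library in turn, counts past the p and fold threshold ranged from 57 (without vehicle loaded replicate 2) to 548 (vehicle loaded replicate 3) for 2-week loading, 247 (vehicle nonloaded replicate 2) to 839 (L-BAIBA nonloaded replicate 2) for L-BAIBA alone, 61 (L-BAIBA loaded replicate 1) to 301 (vehicle nonloaded replicate 3) for the combination and 17 (vehicle loaded replicate 2) to 305 (L-BAIBA loaded replicate 1) for the combination against loading. After a single bout they ranged from 36 (vehicle nonloaded replicate 3) to 129 (vehicle loaded replicate 3), 48 (L-BAIBA nonloaded replicate 1) to 429 (L-BAIBA nonloaded replicate 2), 524 (vehicle nonloaded replicate 1) to 987 (vehicle nonloaded replicate 3) and 652 (vehicle loaded replicate 1) to 1085 (L-BAIBA loaded replicate 3). At an adjusted p the ranges were 0 to 2 for the single-bout combination and for the combination against loading (2 without L-BAIBA loaded replicate 1 in both), and 0 to 1 for the difference between the experiments (1 without single-bout L-BAIBA loaded replicate 1).

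The 8 list medians of the next sentence kept their calls under RLE and with the pool as a random block, while 6 and 15 of 143 other list calls ended. With an estimated correlation the medians are the same but no longer pass: histones -0.96, -0.72 and -0.92 for 2-week loading, L-BAIBA alone and the combination, cartilage -0.96 (2-week L-BAIBA alone), -0.48, -0.95 and -1.11 (single-bout loading, L-BAIBA alone and the combination), and adipocyte -0.50 (single-bout combination). Without 1 library the histone medians ranged from -1.14 to -0.73, -1.36 to -0.44 and -1.04 to -0.62, and the cartilage medians from -1.51 to -0.19, -0.91 to -0.28, -1.03 to -0.62 and -1.49 to -1.0. The 2-week cartilage call ended without vehicle nonloaded replicate 2 (-0.19) or 3 (-1.0) and without L-BAIBA nonloaded replicate 1 (-0.95) or 2 (-0.75). The adipocyte median ranged from -0.90 to -0.11, and its call ended without vehicle nonloaded replicate 1 (-0.11) or L-BAIBA loaded replicate 3 (-0.32). In the single-bout combination against loading, cartilage ranged from -0.92 to 0.34 and passed without L-BAIBA loaded replicate 3 (-0.92).

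Further list medians changed sign without 1 library. In the 2-week combination, all without L-BAIBA loaded replicate 1, they were genes known to rise with tibial loading (-0.18 to 0.71), sodium channels (-0.11 to 0.36), erythroid (-0.54 to 0.05), immediate early and stress (-0.12 to 0.67) and circadian clock (-0.05 to 0.47). The same library reversed ribosomal proteins in the combination against loading (-0.03 to 0.31) and the interaction (-0.02 to 0.61), and vehicle nonloaded replicate 1 reversed chemotaxis with 2-week loading (-0.36 to 0.01). After a single bout they were cell cycle (-0.27 to 0.18) and collagens (-0.32 to 0.07) with loading, T and NK lymphoid with L-BAIBA alone (-0.79 to 0.17), collagens with the combination (-0.64 to 0.13), TGFb and BMP signalling (-0.45 to 0.02), cartilage (-0.31 to 1.14), B lymphoid (-0.42 to 2.30), monocyte and macrophage (-0.11 to 0.43) and noncoding RNA (-0.03 to 0.17) in the interaction, and histones (-0.03 to 0.27), B lymphoid (-0.43 to 2.42), T and NK lymphoid (-0.03 to 0.86) and immediate early and stress (-0.08 to 0.49) with loading in L-BAIBA-treated mice.

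The named genes gave 745 values, each of 1 gene in 1 comparison. None of these log2 fold changes changed sign in any alternative that keeps all libraries and tests the gene. Without 1 library, 21 of 5259 values did, from 18 pairs of gene and comparison. An unadjusted p under 0.05 was less stable than the sign. It was lost in 51 of 745 values with the pool as a random block and in 33 of 339 as a fixed block. Depth limits genes of low abundance, since 477 of the 814 genes lower with the single-bout combination and 171 of the 388 higher with 2-week L-BAIBA alone had a mean CPM under 1.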

Differences from the paper's values

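The settings added after seeing the values are CPM over 0.5 in every library and the authors' deposited p-values. The methods of the paper state a p under 0.05 and an absolute log2 fold change over 2, and its volcano plots colour genes from 1. The counts here use 1 unless said otherwise, and unadjusted p values. The alternatives named were set before the data were examined, unless marked as chosen after seeing the values.

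For 2-week L-BAIBA alone the paper gives 203 regulated genes, and 446 were counted here. An absolute log2 fold change over 2 (212) is within 1.5 times of the paper's, as are the counts without vehicle nonloaded replicate 2 (247) and without L-BAIBA nonloaded replicate 1 (255). RLE, DESeq2, the likelihood ratio test, no filter, only the groups compared, the pool as a random block, the replicate number as a block and the other 4 libraries left out are not. CPM over 0.5 in every library (147), chosen after seeing the values, is within it and drops 14 of the 27 paper-named genes counted here. The authors' deposited p-values (621) are not.

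For the 2-week combination the paper gives 48, and 86 were counted here. Without L-BAIBA loaded replicate 1 the count (61) is within 1.5 times, and no other alternative is, including an absolute log2 fold change over 2 (29). CPM over 0.5 in every library (32), chosen after seeing the values, is within it and drops 3 of 17 such genes. The paper states that 76% of the lower genes are histones, where 44% were here. Only the groups compared (56%), the pool as a random block (55%) and the values without vehicle nonloaded replicate 3 (55.9%) are within 1.5 times of the paper's, and the other alternatives are not. The setting of CPM over 0.5 in every library (75%), chosen after seeing the values, is as well.

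For the 2-week combination against loading the paper gives 19 lower genes, and 30 were counted here. RLE (26) and the counts without vehicle loaded replicate 1 (17) or 2 (13) or L-BAIBA loaded replicate 3 (25) are within 1.5 times, and the other alternatives, with those chosen after seeing the values, are not.

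For single-bout loading alone the paper gives 26, and 45 were counted here. RLE (38), the replicate number as a block (32) and the count without vehicle nonloaded replicate 3 (36) are within 1.5 times. DESeq2, the likelihood ratio test, no filter, only the groups compared, both pool blocks, an absolute log2 fold change over 2 (3) and the other 5 libraries left out are not. CPM over 0.5 in every library (21), chosen after seeing the values, is within it and drops 3 of 7 such genes.

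For the single-bout combination the paper gives 175, and 859 were counted here. An absolute log2 fold change over 2 (187) is within 1.5 times, and no other alternative set before is. CPM over 0.5 in every library (198), chosen after seeing the values, is within it and drops 8 of 16 such genes. The authors' deposited table itself, before the filter used here, holds 2 higher and 234 lower genes at an absolute log2 fold change over 2. For the single-bout combination against loading, the count that the paper gives in words is lower than the 925 here by more than 1.5 times. It is within 1.5 times of the 189 at an absolute log2 fold change over 2 and of the 262 with CPM over 0.5 in every library, chosen after seeing the values, which drops 3 of 11 such genes. The deposited table holds 3 higher and 237 lower genes at an absolute log2 fold change over 2.

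All genes that the paper names for a comparison and that were tested had the paper's direction. Some that it calls regulated did not pass the p and fold threshold here: *Gpr3* (2.64), *Neu2* (2.51), *Dmp1* (1.41), *Hist1h4a* (-1.10) and *Hist1h2bm* with 2-week loading, *Chad* (-2.33) with L-BAIBA alone, and *Wnt1* (1.71), *Col9a2* (-2.01), *Hist1h2bl* (-1.50), *Hist1h3i* and *Hist2h3b* (-1.14) with the combination. After a single bout these were *Thbs4* (1.16) and *Acan* (-2.14) with loading, *Foxd4* (1.43) and *Col9a2* (-1.81) with L-BAIBA alone, *Plin4* (-1.28), *Cidec* (-1.62) and *Scn7a* (-1.09) with the combination, and *Col2a1* (1.60) against loading. Under the likelihood ratio test these genes passed, except *Hist1h3i* and *Cidec*, and *Cidec* passed with DESeq2. The authors' deposited p-values, chosen after seeing the values, called all but *Hist1h3i*. Among the alternatives set before, *Hist1h2bl*, *Hist1h2bm*, *Foxd4*, single-bout *Col9a2*, *Plin4*, *Scn7a* and *Thbs4* also passed with DESeq2, and *Hist1h2bl*, *Dmp1*, *Gpr3*, *Hist1h2bm*, *Hist1h4a*, *Neu2*, single-bout *Col9a2*, *Foxd4* and *Acan* from only the groups compared. With the replicate number as a block *Dmp1*, *Gpr3* and *Neu2* passed. With a pool block *Gpr3*, *Hist1h2bm*, *Hist1h4a*, single-bout *Col9a2*, *Acan* and *Thbs4* passed, and without the filter *Hist1h2bm*. *Cilp*, which the paper lists as lower with single-bout L-BAIBA, was left out by the filter and passed without it (-3.60). The paper calls *Gfra2* and *Col14a1* lower only with the single-bout combination. With L-BAIBA alone they were also past the p and fold threshold, at -1.05 and -1.22, and with the combination at -1.44 and -1.19.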

Other observations

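The splits of the libraries into other groups of the same sizes were set before the data were examined.

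For comparisons of 3 against 3 libraries there are 10 splits, the real one included, too few for a share under 0.05. Past the p and fold threshold, the real count and the highest count of the other splits were 211 and 442 for 2-week loading alone, 446 and 759 for L-BAIBA alone, 86 and 453 for the combination, 38 and 865 for the combination against loading, and 113 and 1037 for loading in L-BAIBA-treated mice. After a single bout they were 45 and 562 for loading alone, 859 and 418 for the combination, and 925 and 644 for the combination against loading. At an adjusted p under 0.05 by edgeR's quasi-likelihood test the real count was 0 in each of these, and the highest other was 3 for 2-week loading, 2068 for the 2-week combination against loading, and 0 for the rest.

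The 2068 genes come from 2-week L-BAIBA loaded replicate 1 and vehicle loaded replicates 1 and 2 on one side, against vehicle loaded replicate 3 and L-BAIBA loaded replicates 2 and 3 on the other. A split across the treatment that calls so many genes points to a structure of the samples that is not the treatment. Its origin was not tested. *Wnt1* was higher in every library of the side with L-BAIBA loaded replicate 1 than in any of the other side. *Bmp2*, *Xirp1* and *Gpr3* parted the vehicle loaded libraries along the same line, and *Kcna1* the L-BAIBA loaded ones.

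Loaded and nonloaded tibiae come from partly (vehicle) or wholly (2-week L-BAIBA) the same mouse pools. The real split of 2-week loading, which parts 2 pools, counted 211 genes, one of 4 splits that part as many, against at most 145 in the others. For single-bout loading it counted 45, against at most 268 in the others of 4 such splits. For 2-week loading in L-BAIBA-treated mice, which parts 3 pools, it counted 113, against at most 73 in the others of 4 such splits.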
